# The long noncoding RNA Charme supervises cardiomyocyte maturation by controlling cell differentiation programs in the developing heart

**DOI:** 10.7554/eLife.81360

**Published:** 2023-03-06

**Authors:** Valeria Taliani, Giulia Buonaiuto, Fabio Desideri, Adriano Setti, Tiziana Santini, Silvia Galfrè, Leonardo Schirone, Davide Mariani, Giacomo Frati, Valentina Valenti, Sebastiano Sciarretta, Emerald Perlas, Carmine Nicoletti, Antonio Musarò, Monica Ballarino

**Keywords:** ncRNA, lncRNA, cardiomyogenesis, heart, muscle, development, Mouse

## Abstract

Long noncoding RNAs (lncRNAs) are emerging as critical regulators of heart physiology and disease, although the studies unveiling their modes of action are still limited to few examples. We recently identified pCharme, a chromatin-associated lncRNA whose functional knockout in mice results in defective myogenesis and morphological remodeling of the cardiac muscle. Here, we combined Cap-Analysis of Gene Expression (CAGE), single-cell (sc)RNA sequencing, and whole-mount in situ hybridization analyses to study pCharme cardiac expression. Since the early steps of cardiomyogenesis, we found the lncRNA being specifically restricted to cardiomyocytes, where it assists the formation of specific nuclear condensates containing MATR3, as well as important RNAs for cardiac development. In line with the functional significance of these activities, pCharme ablation in mice results in a delayed maturation of cardiomyocytes, which ultimately leads to morphological alterations of the ventricular myocardium. Since congenital anomalies in myocardium are clinically relevant in humans and predispose patients to major complications, the identification of novel genes controlling cardiac morphology becomes crucial. Our study offers unique insights into a novel lncRNA-mediated regulatory mechanism promoting cardiomyocyte maturation and bears relevance to Charme locus for future theranostic applications.

## Introduction

In all vertebrates, heart development occurs through a cascade of events in which a subtle equilibrium between proliferation, migration, and differentiation ultimately leads precursor cells to mature into all the major cardiac cell types (Bruneau, 2013; Moorman and Christoffels, 2003). At the molecular level, the execution of the developmental program is governed by the dynamic interplay of several cardiac regulators, whose expression and functions are coordinated in time and space. Alteration of this process results in abnormal cardiac morphogenesis and other congenital heart defects that in humans represent the most common types of birth defects and cause of infant death (Zimmerman et al., 2020; Srivastava, 2006; Center for Disease Control and Prevention, 2020). Mutations of transcription factors and their protein cofactors have emerged as causative of a broad spectrum of heart malformations, although only 15–20% of all congenital heart defects have been associated to known genetic conditions (Morton et al., 2022; Kodo et al., 2009; Bouveret et al., 2015; Ang et al., 2016). The need to find more targets for diagnosis and therapy has therefore evoked interest in new categories of disease-causing genes, whose discovery has been accelerated by impressive advancements in genomics. In this direction, improvements in the next-generation sequencing technologies have revolutionised many areas of the biomedical research, including cardiology, by the discovery of long noncoding RNA (lncRNAs) (Mattick, 2004; Cipriano and Ballarino, 2018; Rinn and Chang, 2012; Ulitsky and Bartel, 2013; Yao et al., 2019). LncRNAs form a heterogeneous class of non-protein coding transcripts, longer than 200 nucleotides, participating in many physiological (i.e., cell stemness, differentiation, or tissue development) and pathological (i.e., cancer, inflammation, cardiovascular, or neurodegeneration) processes (Mirzadeh Azad et al., 2021; Hu et al., 2018; Riva et al., 2016). In the heart, several biologically relevant lncRNAs have been identified, with functions related to aging (Jusic et al., 2022) and regeneration (Pagano et al., 2020; Wang et al., 2021). Specifically for cardiac development (Pinheiro and Naya, 2021), most of the lncRNA-mediated mechanisms were dissected by cell culture studies (Klattenhoff et al., 2013; Ounzain et al., 2015; Kim et al., 2021), while in vivo characterizations remained limited to few instances (Grote et al., 2013; Anderson et al., 2016; Ritter et al., 2019; Hazra et al., 2022).

The importance of lncRNA for adult heart homeostasis has been often described by linking their aberrant expression to cardiac anomalies (Han et al., 2014; Wang et al., 2016; Ballarino et al., 2018; Han et al., 2019; Ponnusamy et al., 2019; Anderson et al., 2021). Along this line, in 2015 we identified a new collection of muscle-specific lncRNAs (Ballarino et al., 2015) and focused our attention on Charme (Chromatin architect of muscle expression) (mm9 chr7:51,728,798–51,740,770), a mammalian conserved lncRNA gene, whose loss of function in mice causes progressive myopathy and, intriguingly, congenital heart remodeling (Ballarino et al., 2018). Here, we look at the function of this lncRNA in a developmental window and assign an embryonal origin to the cardiac defects produced by its knockout. By using molecular and whole-tissue imaging approaches, we give an integrated view of Charme locus activation in the developing heart and show that the functional pCharme isoform, retaining intron-1, is expressed already in fetal tissues, progressively dropping down after birth. Single-cell (sc)RNA sequencing analyses from available datasets also reveal a strong cell type-specific expression of pCharme in the embryonal heart, where it is restricted to cardiomyocytes (CM). In line with this specific location, high-throughput transcriptomic analyses combined with the phenotypic characterization of WT and Charme^KO^ developing hearts highlight a functional role of the lncRNA in CM maturation and in the regulation of trabecular genes transcriptional network. Furthermore, high-throughput sequencing of RNA isolated from fetal cardiac biopsies upon the cross-linking and immunoprecipitation (CLIP) of MATR3, a nuclear pCharme interactor (Desideri et al., 2020), reveals the existence of a specific RNA-rich condensate containing pCharme as well as RNAs for important regulators of embryo development, cardiac function, and morphogenesis. In accordance with the functional importance of the pCharme/MATR3 interaction in developing cardiomyocytes, the binding of these transcripts with MATR3 is altered in Charme^KO^ hearts. Moreover, MATR3 depletion in mouse-derived cardiac primary cells leads to the downregulation of such RNAs, which suggests an active crosstalk between MATR3, pCharme, and cardiac regulatory pathways.

Understanding the basics of cardiac development from a lncRNA *point of view* is of interest not only for unraveling novel RNA-mediated circuitries but also for improving treatment options aimed at enhancing cardiomyogenic differentiation. Indeed, despite the recent advancements in generating cardiomyocytes from pluripotent stem cells through tissue engineering-based methods, most protocols produce immature cells, which lack many attributes of adult cardiomyocytes (Uosaki et al., 2015). Consequently, the cells generated cannot be used for efficient drug screening, modeling of adult-onset disease, or as a source for cell replacement therapy. We identify here pCharme as a new non-coding regulator of cardiac maturation and characterize the molecular interactome acting with the lncRNA in vivo. This research not only advances our understanding of heart physiology but in the next few years may serve as a foundation for new human diagnostic and therapeutic approaches.

## Results

### Charme locus expression in developing mouse embryos and cardiomyocytes

Our earlier studies revealed the occurrence of muscle hyperplasia and cardiac remodeling upon the CRISPR/Cas9-mediated Charme loss of function in mice (Ballarino et al., 2018; Desideri et al., 2020). Intriguingly, the morphological malformations were clearly displayed in both adult and neonatal mice, strongly suggesting possible roles for the lncRNA during embryogenesis. With the purpose to trace back the developmental origins of Charme functions, we started by analyzing the whole collection of FANTOM5 mouse promoterome data to quantify transcription initiation events captured by CAGE-seq across the lncRNA locus (Noguchi et al., 2017). In addition to its cardiac specificity, this profiling revealed the highest expression of the locus during development (E11-E15) followed by a gradual decrease at postnatal stages (Figure 1A and Supplementary file 1). We then evaluated the expression of the two splice variants, pCharme and mCharme, produced by the locus at E15.5 and postnatally (day 2, after birth). RT-qPCR analyses with specific primers confirmed the CAGE output and revealed that both the isoforms are more expressed at the fetal than the postnatal stage (Figure 1B). More importantly, we found pCharme to be 50% more abundant than mCharme, which is particularly intriguing in consideration of the prominent role of the nuclear isoform previously shown in skeletal myogenesis (Desideri et al., 2020). Using in situ hybridization (ISH) approaches, we then profiled by imaging the spatiotemporal expression of Charme during development. These analyses revealed an initial expression of Charme locus already in the tubular heart (Figure 1C, E8.5), within territories which will give rise to the future atria and ventricles (V), with the inflow (IFT) and outflow (OFT) tracts displaying the highest signals. ISH also confirmed the expression of the locus at later stages of development, both in cardiac tissues and somites (S) (Figure 1C, E13.5; Figure 1—figure supplement 1A). A similar expression pattern was found within intact embryos and fetal hearts by whole-mount in situ hybridization (WISH) (Figure 1D). To note, specific signals were detected only in wild-type (Charme^WT^) heart muscles, whereas no signal was found in Charme knockout organs (Charme^KO^) (Figure 1D, left panel; Figure 1—figure supplement 1B), taken from our previously generated mice (Ballarino et al., 2018). As distinct cell subpopulations are known to form the heart, each one carrying out a specialized function in cardiac development and physiology (de Soysa et al., 2019), we then processed publicly available single-cell RNA sequencing (scRNA-seq) datasets from embryonal hearts (E12.5, Jackson-Weaver et al., 2020) for studying at a deeper resolution the locus expression across individual cell types. Upon clustering (Figure 1E, upper panel) the different cardiac cell types based on the expression of representative marker genes (Li et al., 2016; Jackson-Weaver et al., 2020; Franco et al., 2006; Meilhac and Buckingham, 2018; Figure 1—figure supplement 1C–E), we found pCharme expression restricted to cardiomyocytes, with an almost identical distribution between the atrial (CM-A), ventricular (CM-V), and other (CM-VP, CM-IVS, CM-OFT) cell clusters (Figure 1E, lower panel).

**Figure 1.**
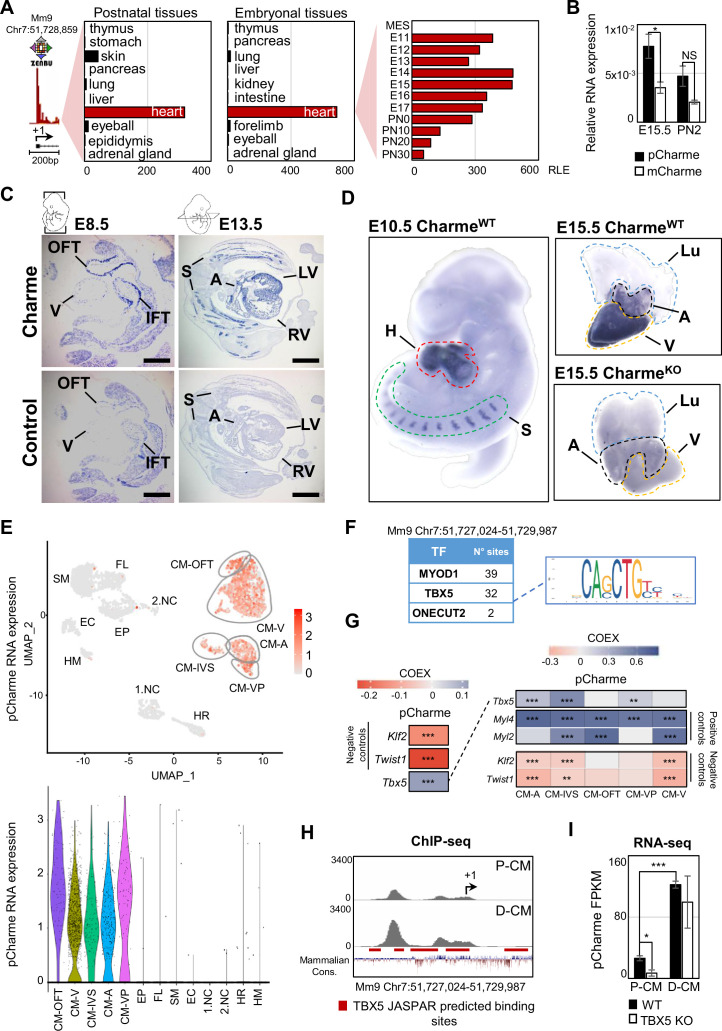
Charme locus expression in developing mouse embryos and in the heart. (**A**) Transcriptional start site (TSS) usage analysis from FANTOM5 CAGE phase1 and 2 datasets (skeletal muscle is not included) on the last update of Zenbu browser (https://fantom.gsc.riken.jp/zenbu/; FANTOM5 Mouse mm9 promoterome) showing Charme locus expression in postnatal and embryonal body districts (left and middle panels) and during different stages of cardiac development (right panel, E11–PN30). MES, mesoderm. Bars represent the relative logarithmic expression (RLE) of the tag per million values of Charme TSS usage in the specific samples. (**B**) Quantitative reverse transcription PCR (RT-qPCR) amplification of pCharme and mCharme isoforms in RNA extracts from Charme^WT^ E15.5 and neonatal (PN2) hearts. Data were normalized to *Gapdh* mRNA and represent means ± SEM of 3 independent biological pools (at least 3 littermates/pool). (**C**) In situ hybridization (ISH) performed on embryonal cryo-sections using digoxigenin-labeled RNA antisense (Charme, upper panel) or sense (control, lower panel) probes against Charme. Representative images from two stages of embryonal development (E8.5 and E13.5) are shown. OFT, outflow tract; IFT, inflow tract; V, ventricle; LV/RV, left/right ventricle; A, atria; S, somites. Scale bars, 1mm. (**D**) Whole-mount in situ hybridization (WISH) performed on Charme*^WT^* intact embryos (E10.5, left panel) and Charme*^WT^* and Charme*^KO^* hearts at their definitive morphologies (E15.5, right panels). Signal is specifically detected in heart (H, red line) and somites (S, green line). Lungs (Lu, blue line) show no signal for Charme. The specificity of the staining can be appreciated by the complete absence of signal in explanted hearts from Charme^KO^ mice (Ballarino et al., 2018). A, atria (black line); V, ventricles (yellow line). (**E**) Upper panel: UMAP plot showing pCharme expression in single-cell transcriptomes of embryonal (E12.5) hearts (Jackson-Weaver et al., 2020). Lower panel: violin plot of pCharme expression in the different clusters (see ‘Materials and methods’ for details). CM, cardiomyocytes; CM-A, atrial-CM; CM-V, ventricular-CM; ISV, interventricular septum; VP, venous pole; OFT, outflow tract; NC, neural crest cells; EP, epicardial cells; FL, fibroblasts-like cells; EC, endothelial cells; SM, smooth muscle cells; HM, hemopoietic myeloid cells; HR, hemopoietic red blood cells. (**F**) In silico analysis of MYOD1, TBX5, and ONECUT2 transcription factors (TF) binding sites using Castro-Mondragon et al., 2022 (relative profile score threshold = 80%). Castro-Mondragon et al., 2022 MyoD1 and Onecut2 were used as positive and negative controls, respectively. N° sites, number of consensus motifs. (**G**) COTAN heatmap obtained using the whole scRNA-seq (left) and contrasted subsetted dataset (right) showing pCharme and *Tbx5* expression correlation (COEX). *Myl4* and *Myl2* were used as positive controls for cardiomyocytes while *Klf2* and *Twist1* as negative controls (markers of EC and NC, respectively). See ‘Materials and methods’ for details. (**H**) TBX5 ChIP-seq analysis across Charme promoter in murine precursors (P-CM) and differentiated cardiomyocytes (D-CM) (GSE72223, Luna-Zurita et al., 2016). The genomic coordinates of the promoter, the Charme TSS (+1, black arrow), the TBX5 JASPAR predicted binding sites (red lines), and the mammalian conservation track (Mammalian Cons.) from UCSC genome browser are reported. (**I**) Quantification of pCharme expression from RNA-seq analyses performed in wild type (WT) and TBX5 knockout (KO) murine P-CM and D-CM (SRP062699, Luna-Zurita et al., 2016). FPKM, fragments per kilobase of transcript per million mapped reads. Data information: *p<0.05; ***p<0.001; NS > 0.05, unpaired Student’s *t*-test.

**Figure 1—figure supplement 1.**
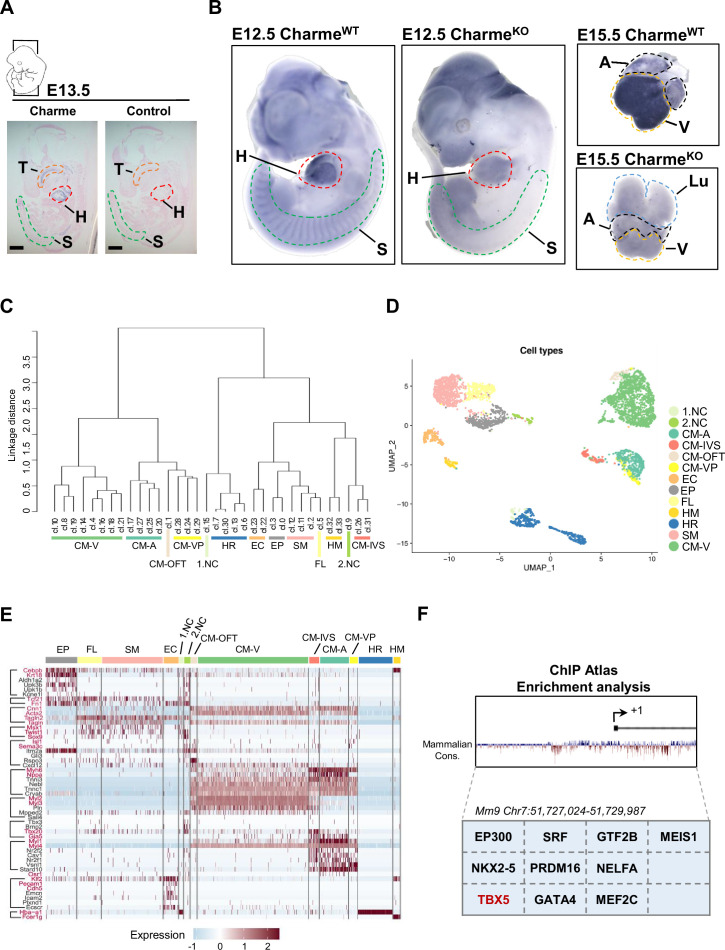
Study of Charme locus expression by WISH and scRNA-seq. (**A**) In situ hybridization (ISH) performed on E13.5 embryonal cryo-sections using digoxigenin-labeled RNA antisense (Charme, left panel) or sense (control, right panel) probes against Charme. T, tongue (orange); H, heart (red); S, somites (green). Scale bars, 1mm. (**B**) Whole-mount in situ hybridization (WISH) performed on Charme*^WT^* and Charme*^KO^* intact embryos (E12.5, left panels) and hearts (E15.5, right panels). Signal is specifically detected in heart (H, red line) and somites (S, green line). The specificity of the staining can be appreciated by the complete absence of signals in the Charme^KO^ samples. Heart (H, red line); Somites (S, green line); A, atria (black line); V, ventricles (yellow line). (**C**) Dendrogram showing the relationships between homogeneous clusters. All the informative transcriptome was used to create a hierarchical clustering between homogeneous cell clusters. Colored lines mark which clusters were merged for the final clustering (**D and E**). CM, cardiomyocytes; A-CM, atrial-CM; V-CM, ventricular-CM; ISV, interventricular septum; VP, venous pole; OFT, outflow tract; NC, neural crest cell; EP, epicardial cells; FL, fibroblasts-like cells; EC, endothelial cells; SM, smooth muscle cells; HM, hemopoietic myeloid cells; HR, hemopoietic red blood cells. (**D**) Seurat (Stuart et al., 2019) UMAP plot colored by final cell assignments. See ‘Materials and methods’ for details. (**E**) Heatmap was generated by Seurat DoHeatmap (Stuart et al., 2019) and represents, for each cell of the identified subpopulations, the log normalized expression of cell identity markers (listed on the left). Genes used for cell clustering are marked in red. Maximum expression value (red), minimum expression value (light blue). Correspondence between gene markers and cell types is indicated on the left. (**F**) In silico analysis of cardiovascular TF binding sites on Charme promoter using the enrichment analysis tool on the ChIP Atlas database (https://chip-atlas.org/enrichment_analysis) by setting the threshold at 200.

These findings offered valuable input for exploring the possible integration of pCharme functions into pathways controlling the maturation of cardiomyocytes. In this direction, we analyzed in silico the lncRNA promoter to search for transcription factors (TFs) acting as upstream regulators of pCharme expression in cardiomyocytes. In accordance with our previous findings (Ballarino et al., 2015), Jaspar database (https://jaspar.genereg.net; Castro-Mondragon et al., 2022) identified several MYOD1 consensus sites in the 1 kb region upstream of pCharme transcriptional start site (TSS, Figure 1F), although it is known that this myogenic regulator is not expressed in the heart (Olson, 1993; Buckingham, 2017). To note, a very low number of consensus sites was found for ONECUT2, a TF involved in neurogenesis (Aydin et al., 2019). Searching for cardiac regulators, we identified canonical motifs (Figure 1—figure supplement 1F) and enriched sites (Figure 1F) for the T-box transcription factor-5 (TBX5). In addition to being a key regulator of heart development, known to activate genes associated to CM maturation in early development and morphogenesis at later stages (Nadadur et al., 2016; Steimle and Moskowitz, 2017), TBX5 was recently found to control the expression of several lncRNAs (Yang et al., 2017), a subset of them intriguingly enriched, as for pCharme, in the chromatin fraction of cardiomyocytes (Hall et al., 2021). A more in-depth analysis of the scRNA-seq dataset (Jackson-Weaver et al., 2020), revealed a positive and highly significant correlation between *Tbx5* and pCharme (Figure 1G, left panel) in CM, with some differences occurring across the CM cluster subtypes (see, for instance, CM-IVS/CM-OFT, Figure 1G, right panel). To note, pCharme positively correlates with markers of cardiomyocyte identity, such as the Myosin light chain 2 (*Myl2*) and 4 (*Myl4*), while significant anticorrelation was found for the Kruppel-like factor 2 (*Klf2*) and the Twist family BHLH TF 1 (*Twist1*) transcripts, that respectively mark endothelial and neural crest cells (Jackson-Weaver et al., 2020; Li et al., 2016).

To provide functional support to a possible role of TBX5 for pCharme transcription in CM, we examined available chromatin immunoprecipitation (ChIP)-sequencing (Figure 1H) and RNA-seq (Figure 1I) datasets from murine cardiomyocytes at progenitor (P-CM) and differentiated (D-CM) stages (Luna-Zurita et al., 2016). In both conditions, ChIP-seq analyses revealed the specific occupancy of TBX5 to highly conserved spots within the pCharme promoter, which increases with differentiation. However, while in differentiated cardiomyocytes pCharme expression was insensitive to TBX5 ablation, the lncRNA abundance was consistently decreased by TBX5 knockout in progenitor cells (Figure 1I). As progenitor CM represent a cell resource for recapitulating (ex vivo) the early establishment of cardiac lineages and for mimicking cardiomyocyte development (Kattman et al., 2011), these results are consistent with the role of TBX5 for Charme transcription at fetal stages. The presence of consensus sites for other TFs (Figure 1—figure supplement 1F) and the known attitude of TBX5 to interact, physically and functionally, with several cardiac regulators (Akerberg et al., 2019), also predict the possible contribution of other regulators to pCharme transcription which may act, in cooperation or not, with TBX5 during CM maturation.

### Genome-wide profiling of cardiac Charme^WT^ and Charme^KO^ transcriptomes

Over the years, we have accumulated strong evidence on the role played by pCharme in skeletal myogenesis (Ballarino et al., 2018; Desideri et al., 2020); however, important questions are still pending on the role of pCharme in cardiomyogenesis. As a first step toward the identification of the molecular signature underlying Charme-dependent cardiac anomalies, we performed a differential gene expression analysis on transcriptome profiles from Charme^WT^ and Charme^KO^ neonatal (PN2) hearts (Figure 2A, Figure 2—figure supplement 1A). 

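Hearts of littermates at postnatal day 2 were pooled by genotype, into 3 Charme WT pools of 9 hearts and 2 Charme KO pools of 3 hearts, so that the number of hearts per pool differed between the genotypes. Paired-end reads of 150 nucleotides were aligned by the authors to GRCm38 with STAR, and the deposited values are the fragments counted on each gene of Ensembl release 87, without normalization. Between 16721055 and 21646378 fragments per pool were counted on genes, with a median of 18178960 in Charme WT pools and 19183716.5 in Charme KO pools. Charme, which the files list by name and without an Ensembl identifier, had 810, 183 and 276 counts in Charme WT pools 1 to 3, and 57 and 79 counts in Charme KO pools 1 and 2. With TMM normalization these were 39.3, 10.4 and 14.0 CPM in Charme WT pools and 4.04 and 3.54 CPM in Charme KO pools. The Charme KO allele carries an inserted PolyA signal, and the count covers the whole gene, so it does not separate the transcript upstream of the insertion from the rest. The log2 fold change of Charme, Charme KO over Charme WT, was -2.49 (standard error 0.549, adjusted p = 0.0763 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 14880 genes with at least 10 counts in at least 2 pools). Without Charme WT pool 1, which had the highest count, it was -1.68 (adjusted p = 0.153 from the same test), and without Charme WT pool 3 it was -2.72 (adjusted p = 0.275), both above the threshold of 0.1, as it was in the robust form of that test (0.120). The call was kept without Charme WT pool 2 (0.0448), Charme KO pool 1 (0.0519) or Charme KO pool 2 (0.0318), by the likelihood ratio test (0.000792) and by DESeq2 (1.99e-05).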

At this stage, the heart continues to change undergoing maturation, a process in which its morphology and cell composition keep evolving (Padula et al., 2021; Tian et al., 2017).

**Figure 2.**
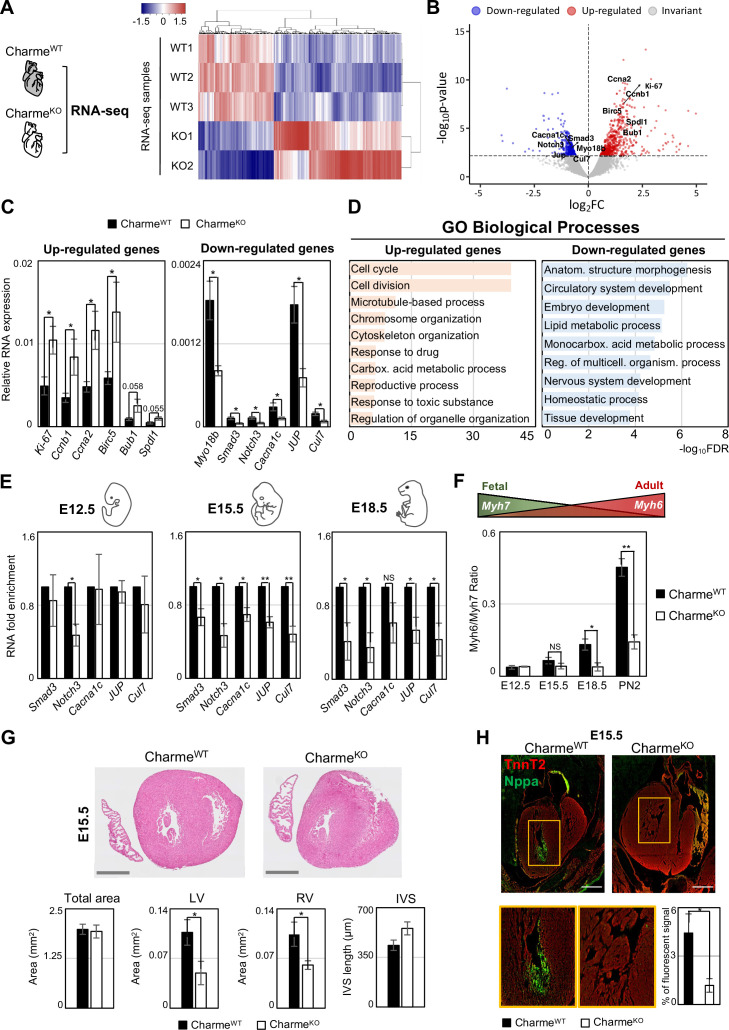
Genome-wide profiling of cardiac Charme^WT^ and Charme^KO^ transcriptomes. (**A**) Heatmap visualization from RNA-seq analysis of Charme^WT^ and Charme^KO^ neonatal (PN2) hearts. Plot was produced by heatmap3 (Zhao, 2021). Expression values were calculated as FPKM, were log_2_-transformed and mean-centered. FPKM, fragments per kilobase of transcript per million mapped reads. (**B**) Volcano plots showing differential gene expression from transcriptome analysis of Charme^WT^ vs. Charme^KO^ PN2 hearts. Differentially expressed genes (DEGs) validated through RT-qPCR (**C**) are in evidence. FC, fold change. (**C**) RT-qPCR quantification of upregulated (left panel) and downregulated (right panel) DEGs in Charme^WT^ vs. Charme^KO^ neonatal hearts. Data were normalized to *Gapdh* mRNA and represent means ± SEM of WT (n = 5) vs. KO (n = 4) independent biological pools (at least 3 littermates/pool). (**D**) Gene Ontology (GO) enrichment analysis performed by WebGestalt (http://www.webgestalt.org) on upregulated (left panel) and downregulated (right panel) DEGs in Charme^WT^ vs. Charme^KO^ pools of neonatal hearts. Bars indicate the top categories of biological processes in decreasing order of – log_10_FDR. All the represented categories show a false discovery rate (FDR) value <0.05. (**E**) RT-qPCR quantification of pCharme targets in Charme^WT^ and Charme^KO^ extracts from E12.5, E15.5, and E18.5 hearts. DEGs belonging to the GO category ‘anatomical structure morphogenesis’ were considered for the analysis. Data were normalized to *Gapdh* mRNA and represent means ± SEM of WT and KO (n = 3) independent biological pools (at least 3 littermates/pool). (**F**) RT-qPCR quantification of the Myh6/Myh7 ratio in Charme^WT^ and Charme^KO^ extracts from E12.5, E15.5, and E18.5 and neonatal hearts. Data were normalized to *Gapdh* mRNA and represent means ± SEM of WT and KO (n = 3) independent biological pools (at least 3 littermates/pool). Schematic representation of the physiological *Myh6*/*Myh7* expression trend is shown. (**G**) Upper panel: hematoxylin-eosin staining from Charme^WT^ and Charme^KO^ E15.5 cardiac transverse sections. Scale bars: 500 μm. Lower panel: quantification of the total area, the left and right ventricle cavities, and the thickness of the interventricular septum (IVS) in Charme^WT^ and Charme^KO^ E15.5 hearts. For each genotype, data represent the mean ± SEM of WT and KO (n = 3) biological replicates. (**H**) Representative images of Nppa (green) and TnnT2 (red) immunostaining in Charme^WT^ and Charme^KO^ (E15.5) cardiac sections. Regions of interest (ROI, orange squares) were digitally enlarged on the lower panels. Scale bar: 500 µm. Quantification of the area covered by the Nppa fluorescent signal is shown aside. Data represent the mean (%) ± SEM of WT (n = 4) and KO (n = 3) biological replicates. Data information: *p<0.05; **p<0.01, NS > 0.05, unpaired Student’s *t*-test.

**Figure 2—figure supplement 1.**
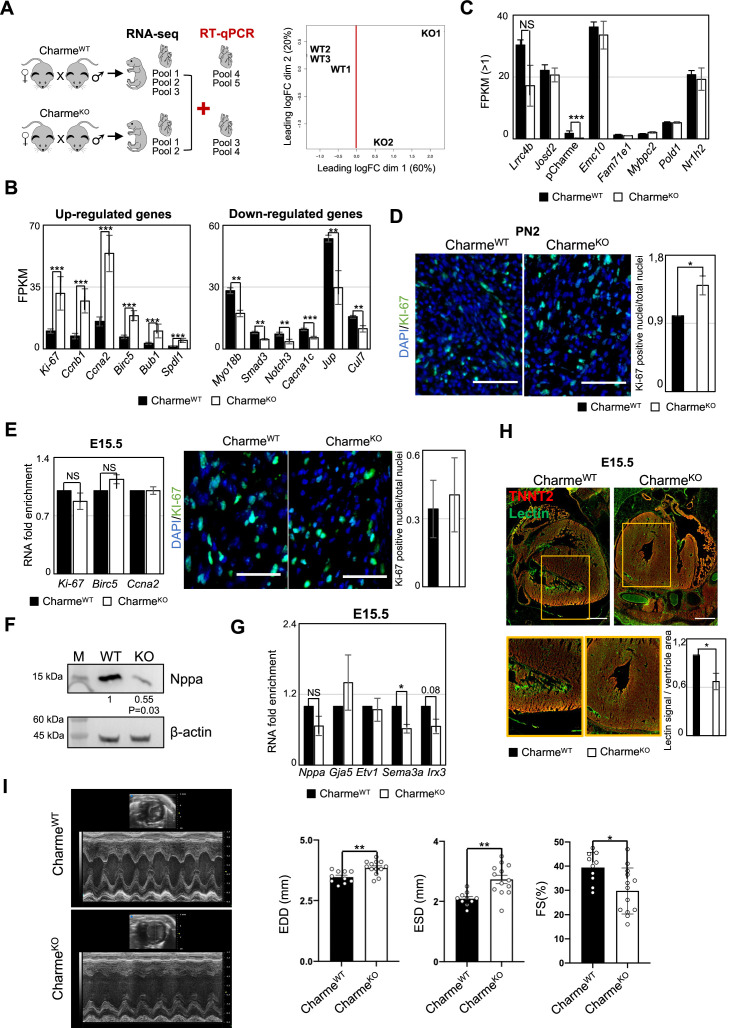
Transcriptomic and phenotypic characterization of Charme^WT^ and Charme^KO^ hearts. (**A**) Schematic overview of the workflow to identifying differentially expressed genes (DEGs) from Charme^WT^ and Charme^KO^ transcriptomes (left panel). Multidimensional scaling plot of leading fold change (FC) between each pair of Charme^WT^ and Charme^KO^ RNA-seq samples (right panel). Plot was obtained by using the plotMDS function from edgeR package (Chen et al., 2022). (**B**) Quantification by RNA-seq (FPKM) of upregulated (left panel) and downregulated (right panel) DEGs in Charme^KO^ vs. Charme^WT^ neonatal hearts. (**C**) Quantification by RNA-seq (FPKM) of pCharme and Charme-neighboring genes expression in Charme^WT^ vs. Charme^KO^ neonatal hearts. (**D**) Left panel: representative images for KI-67 (green) and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ neonatal cardiac sections. Scale bars: 70 µm. Right panel: quantification of KI-67-positive nuclei/total nuclei on Charme^WT^ and Charme^KO^ cardiac sections from neonatal mice. Data are expressed as mean ± SEM of WT and KO (n = 4) biological replicates. (**E**) Left panel: RT-qPCR quantification of DEGs belonging to the ‘cell cycle’ GO class from Charme^WT^ and Charme^KO^ E15.5 hearts. Data were normalized to *Gapdh* mRNA and represent means ± SEM of WT and KO (n = 3) independent biological pools (at least 3 littermates/pool). Right panel: representative images for KI-67 (green) and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ E15.5 cardiac sections are shown. Quantification of KI-67-positive nuclei/total nuclei on Charme^WT^ and Charme^KO^ cardiac sections from E15.5 mice. Data are mean ± SEM. of WT and KO (n = 3) biological replicates. Scale bars: 140 µm. (**F**) Western blot analysis for NPPA in Charme^WT^ and Charme^KO^ E15.5 cardiac extracts. β-ACTIN was used as a loading control. Quantification of NPPA signal intensity relative to β-ACTIN is shown below. Data are mean ± SEM of WT and KO (n=3) biological replicates. *p=0.03. A representative image is shown. (**G**) RT-qPCR quantification of trabeculae markers expression in Charme^WT^ vs. Charme^KO^ E15.5 cardiac extracts. Data were normalized to *Gapdh* mRNA and represent means ± SEM of WT and KO (n = 3) independent biological pools (at least 3 littermates/pool). (**H**) Representative image of Lectin (green) and TnnT2 (red) immunostainings in Charme^WT^ and Charme^KO^ E15.5 cardiac sections. Regions of interest (ROIs) (orange squares) were digitally enlarged on the lower panels. Scale bars: 500 µm. Quantification of the area covered by the Lectin fluorescence signal is shown aside. For each genotype, data represent the mean ± SEM. of WT and KO (n = 3) biological replicates. (**I**) Representative M-mode echocardiographic track of Charme^WT^ and Charme^KO^ 9–12 months aged mice. Quantification of heart morphology (EDD, end-diastolic diameter; ESD, end-systolic diameter) and function (FS: Fractional Shortening = (EDD-ESD)/EDD) were evaluated. Data represent the mean ± SEM of WT and KO (n = 10–13) biological replicates. Data information: *p<0.05, **p<0.01, ***p<0.001, unpaired Student’s *t*-test.

RNA-seq analysis of whole hearts led to the identification of 913 differentially expressed genes (DEGs) (false discovery rate [FDR] <0.1, WT vs. KO, Supplementary file 2), 573 of which were upregulated and 340 were downregulated in Charme^KO^ hearts (pCharme included) (Figure 2B; Supplementary file 2). These results were confirmed by RT-qPCR analyses performed on gene subsets from independent biological replicates (Figure 2C, Figure 2—figure supplement 1B). 

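Fitted to the 5 pools, the quasi-likelihood test gave 305 DEGs at an adjusted p under 0.1 and a mean FPKM of at least 1 in at least 1 genotype, 227 upregulated and 78 downregulated in Charme KO hearts, Charme among the latter. Of the 305 DEGs, 290 were protein-coding. Both Charme KO pools lay above every Charme WT pool for 225 of the 227 upregulated DEGs and below every Charme WT pool for all 78 downregulated DEGs. Chance puts both Charme KO pools above every Charme WT pool in 10% of genes, and of the 14880 genes tested 2654 lay above and 2710 below. The edgeR likelihood ratio test gave 933 DEGs, 584 upregulated and 349 downregulated, and these included all 305. The result moved most when a pool was left out: 2 DEGs remained without Charme WT pool 1, 187 were called without Charme WT pool 2, 639 without Charme KO pool 1 and 4607 without Charme KO pool 2. Without Charme WT pool 3 the quasi-likelihood test called 0 genes, with 1315 genes at an unadjusted p under 0.05. In 5 simulated sets of counts with the group sizes of this comparison, the test recovered 4.48% of genes changed 1.5-fold, 40.6% of those changed 2-fold and 90.9% of those changed 4-fold, and 17.1% of its calls were genes that had not been changed. These sets had few changed genes, no FPKM filter and the same expected level of a gene in both Charme KO pools. The shares may therefore differ in the real pools. The protein-coding DEGs with the largest rise were Bpifa2, Smgc and Prol1, which had 0 counts in every Charme WT pool. Against a floor of 3 counts over the Charme WT group, Bpifa2 was at least 2974-fold higher in Charme KO pool 1 and at least 231310-fold higher in Charme KO pool 2, and its counts in pool 1 were 0.813% of those in pool 2. These 3 genes belong to a list of salivary gland genes that was written after they were seen, and the robust form of the quasi-likelihood test called none of the 3 (adjusted p from 0.413 to 0.439). Among the DEGs with the largest falls were Ucp3, with a log2 fold change of -2.79 (standard error 0.247, adjusted p = 0.00834), and Tmem82, with -2.06 (standard error 0.376, adjusted p = 0.0450).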

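The 12 genes of Figure 2—figure supplement 1B were looked up in the 5 RNA-seq pools, while the RT-qPCR pools have no deposited values. All 12 moved in the direction shown there, with both Charme KO pools beyond every Charme WT pool. The 6 upregulated genes (Mki67, Ccnb1, Ccna2, Birc5, Bub1 and Spdl1) had log2 fold changes from 1.47 for Birc5 to 1.91 for Ccnb1, and all 6 were called, with adjusted p from 0.0336 to 0.0689 in edgeR's quasi-likelihood test. Bub1 was not called with the replicate number as a block (adjusted p = 0.119), with the length and GC correction (0.110) or with both (0.196), nor was Spdl1 with both (0.121), and Bub1 was at 0.99 without Charme KO pool 1 against 1.68 with all pools. Mki67 rose from 10.1 ± 2.15 FPKM (SD, n = 3) to 31.4 ± 13.4 FPKM (SD, n = 2), with a higher value in Charme KO pool 1 than in pool 2. The 6 downregulated genes had log2 fold changes from -0.99 for Notch3 to -0.67 for Cul7, with adjusted p from 0.0958 to 0.149, and Cacna1c alone was called. Jup fell from 53.5 ± 2.87 FPKM (SD, n = 3) to 29.8 ± 11.6 FPKM (SD, n = 2), a log2 fold change of -0.84 (standard error 0.241, adjusted p = 0.143), and Cul7 from 15.6 ± 1.13 to 9.79 ± 2.21 FPKM (standard error of the log2 fold change 0.195, adjusted p = 0.146). Jup was at -0.49 without Charme KO pool 1 and at -1.315 without Charme KO pool 2. With the length and GC correction Jup was at -0.47 and Cul7 at -0.24. With the replicate number as a block and that correction Jup was at -0.49 and Cul7 at -0.22. All 6 downregulated genes were called by the likelihood ratio test, by DESeq2, and without Charme KO pool 2. Without Charme WT pool 1 or without Charme WT pool 3, none of the 12 genes was called. Adjusted over the list alone, all 12 genes passed, but the study chose them on these same pools, so this count is not independent evidence.

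**Figure D1:**
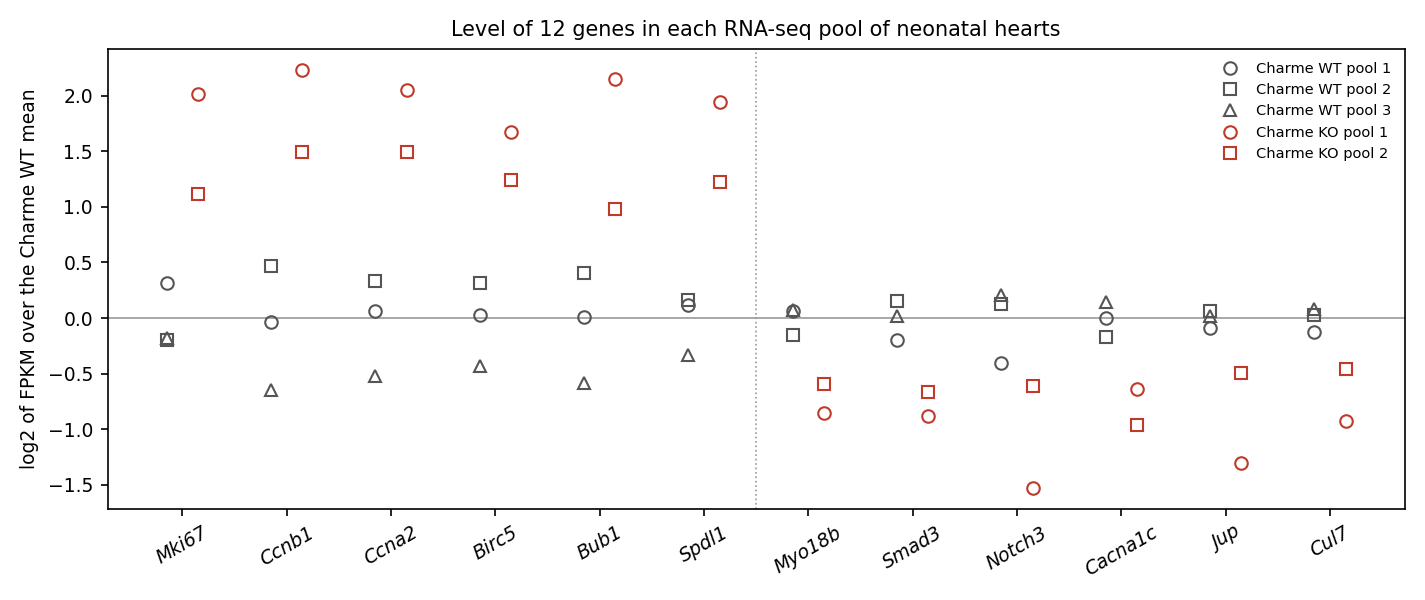
Log2 of the FPKM over the mean of the Charme WT pools for the 12 genes, with 1 open symbol for each of the 3 Charme WT pools (grey) and 2 Charme KO pools (red), and the upregulated genes left of the dotted line. For the upregulated genes both red symbols lie above all grey ones, and for the downregulated genes both lie below.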

Similar to pCharme activity in skeletal myocytes (Ballarino et al., 2018), we did not find DEGs within the neighboring chromatin environment (370 kb around Charme) (Figure 2—figure supplement 1C).

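On GRCm38, the MATR3 peaks that Supplementary file 4 annotates to Charme span chromosome 7 from 44476401 to 44484800, and the window was taken as 370 kb on either side of that span. It holds 68 annotated genes, of which 36 had a count in any pool and 22 had enough counts to be tested. None of the 22 was called by edgeR's quasi-likelihood test, where 6 had an unadjusted p under 0.05 and the lowest adjusted p was 0.148. The likelihood ratio test called 0 as well, since Spib and Il4i1, at adjusted p under 0.1, have a mean FPKM below 1 in both genotypes. Spib had 10, 3 and 14 counts in the Charme WT pools and 0 in both Charme KO pools (adjusted p = 0.148, and 0.00202 from the likelihood ratio test). The other 21 genes had log2 fold changes from -1.86 for Il4i1 to 1.04 for 1700028J19Rik. Among the genes of Figure 2—figure supplement 1C, Lrrc4b had the largest change, from 30.4 ± 2.82 FPKM (SD, n = 3) to 17.2 ± 9.33 FPKM (SD, n = 2), a log2 fold change of -0.82 (standard error 0.297, adjusted p = 0.203), and it was the 1 gene that DESeq2 called (adjusted p = 0.0845). Lrrc4b was at -1.53 without Charme KO pool 2 and at -0.35 without Charme KO pool 1. The remaining genes of that figure supplement lay between -0.34 for Fam71e1 and 0.37 for Mybpc2. Of these, Fam71e1, Josd2, Emc10, Pold1 and Nr1h2 were within 1 standard error of 0. Leaving out a Charme KO pool changed the count: Lrrc4b, Myh14, Vrk3 and Tbc1d17 were called without Charme KO pool 2, and Atf5 without Charme KO pool 1. With no filter on low counts Klk1 was called, with 0, 0 and 2 counts in the Charme WT pools, 1 count in Charme KO pool 1 and 669 counts in Charme KO pool 2. Its rise rests on Charme KO pool 2 alone, where salivary gland genes took 2.85% of the counts, against 0.0357% in Charme KO pool 1. An effect of the knockout on a neighbouring gene cannot be read from it. A narrower window, with 370 kb in all, held 14 tested genes and 0 calls.

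**Figure D2:**
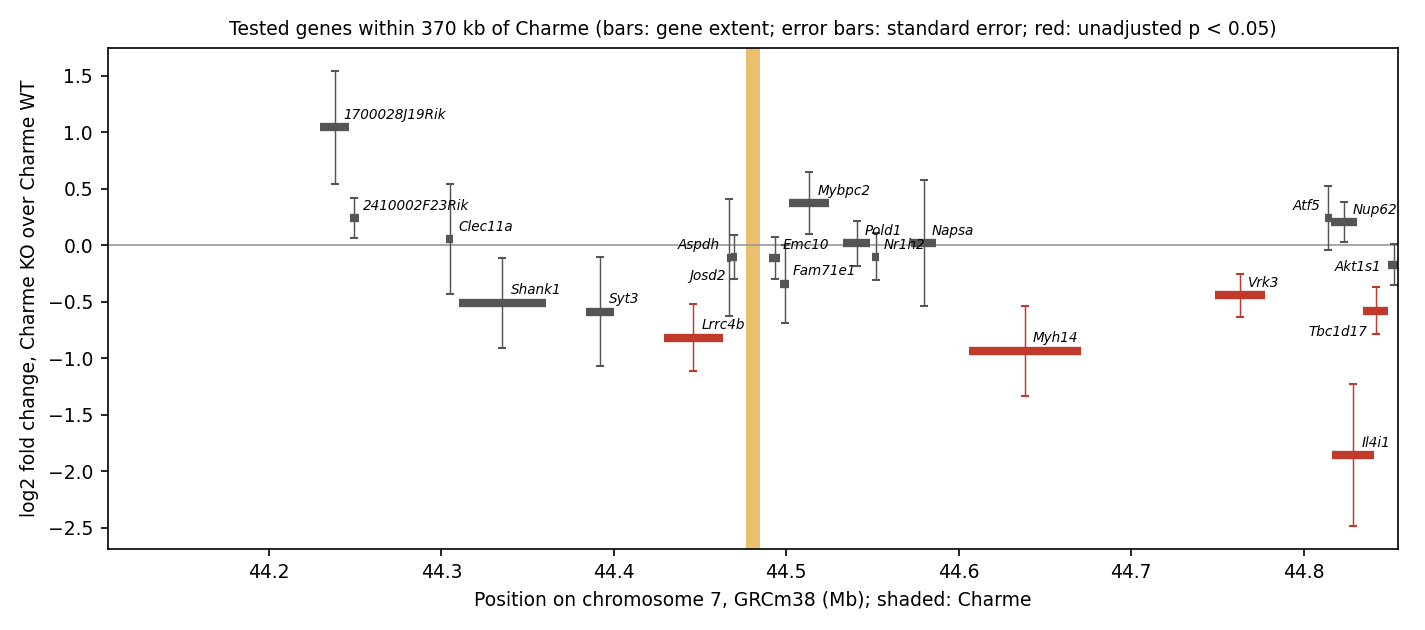
Log2 fold change, Charme KO over Charme WT, of 21 tested genes within 370 kb of Charme against their position on chromosome 7 of GRCm38. Horizontal bars span each gene, error bars are standard errors, the shaded band is Charme, and the genes in red have an unadjusted p under 0.05. Spib, with 0 counts in both Charme KO pools, is not drawn.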

A Gene Ontology (GO) term enrichment study was then applied separately to the up- and downregulated DEGs. These analyses revealed that the upregulated DEGs were primarily enriched (FDR-values < 1,0E-10) in cell cycle and cell division categories (Figure 2D, left panel), which parallels with a slight increase in the number of KI-67^+^ mitotic Charme^KO^ nuclei, as quantified from neonatal cardiac sections (Figure 2—figure supplement 1D). 

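The cell cycle categories were examined with the S phase and G2/M gene lists of the Seurat package, written in mouse symbols. The 54 G2/M genes had a median log2 fold change of 1.30 and 53 of them were higher in Charme KO hearts, 48 with both Charme KO pools above every Charme WT pool. Against the mean of the Charme WT pools, the median of the G2/M list was 1.56 in Charme KO pool 1 and 1.08 in Charme KO pool 2, while the Charme WT pools lay between -0.28 and 0.30. The list was higher in limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 3.15e-51 over 18 lists). In the quasi-likelihood test 32 of the 54 genes were called over all genes tested, and 49 passed when adjusted over the list alone. The most abundant genes of the list were Jpt1 (log2 fold change 0.70), Tubb4b (0.75) and Cks2 (1.58). The 43 S phase genes had a median log2 fold change of 0.64 (camera, adjusted p = 4.42e-09), with 2 of them called over all genes, 25 when adjusted over the list alone, and 18 with both Charme KO pools above every Charme WT pool. Their median was 0.93 in Charme KO pool 1 and 0.20 in Charme KO pool 2, against -0.16 to 0.17 in the Charme WT pools, and without Charme KO pool 1 the list missed the threshold of 0.05 (adjusted p = 0.0539). Its most abundant genes were Pcna (0.86), Mrpl36 (0.21) and Rrm2 (0.83), and without Charme KO pool 1 Pcna was at 0.20 and Mrpl36 at -0.07. With the inter-gene correlation estimated from these pools, neither list passed (adjusted p = 0.191 for G2/M and 0.473 for S phase), nor with fry (0.0998 and 0.331).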

The same study was applied to the downregulated DEGs, which revealed their enrichment to more functional and morphogenetic GO categories and primarily referred to anatomical structure morphogenesis (FDR 5.77E-07) and circulatory system development (FDR 3.1338E-06) (Figure 2D, right panel). 

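Supplementary file 2 lists in full the downregulated genes behind some of its categories, and these genes were looked up in the present fit. All 44 genes that it lists under circulatory system development were lower in both Charme KO pools than in every Charme WT pool, with a median log2 fold change of -0.75 and a range from -1.54 to -0.60. In edgeR's quasi-likelihood test 6 of the 44 were called, with adjusted p from 0.0450 to 0.190, against 43 in the likelihood ratio test and 44 in DESeq2. Of the 41 genes under embryo development, all were lower in both Charme KO pools, with a median log2 fold change of -0.79, and 11 were called by the quasi-likelihood test. Both lists were drawn by the study from the DEGs of these same pools, so their direction here is fixed by that choice and is not independent evidence. The share of genes behind each category was not analysed here.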

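In these neonatal pools, the transcription factor gene Smad3 (chromosome 9, 63646767 to 63757994 on GRCm38) was measured at 8.04 ± 0.984 FPKM (SD, n = 3) in Charme WT and 4.72 ± 0.495 FPKM (SD, n = 2) in Charme KO hearts, a log2 fold change of -0.77 (standard error 0.199, adjusted p = 0.117 from edgeR's quasi-likelihood test). Notch3 (chromosome 17, 32120820 to 32166852) had 7.21 ± 1.55 and 3.61 ± 1.56 FPKM, a log2 fold change of -0.99 (standard error 0.291, adjusted p = 0.149), and leaving out each pool in turn moved it between -1.53 and -0.61. The calcium channel gene Cacna1c (chromosome 6, 118587240 to 119196418) had 9.51 ± 1.04 and 5.51 ± 0.874 FPKM, a log2 fold change of -0.79 (standard error 0.189, adjusted p = 0.0958). That call was lost in 6 settings with all pools at the same threshold: the legacy form of the quasi-likelihood test (adjusted p = 0.115), its robust form (0.110), upper-quartile normalization (0.103), the replicate number as a block (0.144), the length and GC correction (0.121), and the block with that correction (0.204). It was also lost without Charme WT pool 1, 2 or 3 (0.253, 0.160 and 0.461). The sarcomere gene Myo18b (chromosome 5, 112688876 to 112896362) had 28.3 ± 2.42 and 17.2 ± 2.20 FPKM, a log2 fold change of -0.71 (standard error 0.183, adjusted p = 0.115). Myo18b was at -0.27 with the length and GC correction (adjusted p = 0.432), and with the block and that correction it was at -0.26 (0.581) and Notch3 at -0.49 (0.290). In the likelihood ratio test all 4 genes passed, with the highest adjusted p at 0.0451, and so they did without Charme KO pool 2.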

Interestingly, these top-ranked categories include TFs involved in pivotal steps of embryo development, such as *Smad3* (Dunn et al., 2004) and *Nocth3* (MacGrogan et al., 2018), and functional components of cardiomyocytes, such as the voltage-dependent calcium channel subunit *Cacna1c* (Wang et al., 2018), and Myosin-18b (*Myo18b*), known to regulate cardiac sarcomere organisation (Latham et al., 2020). By expanding the analysis from neonatal to embryonal timepoints (E12.5, E15.5, and E18.5), we found that the expression of these genes was significantly decreased upon pCharme ablation from the fetal E15.5 stage onward,as compared to WT (Figure 2E). Similarly, the *Myh6*/*Myh7* ratio, which measures CM maturation (England and Loughna, 2013; Scheuermann and Boyer, 2013) and that increases over the wild-type timepoints, displays a gradual decrease in the Charme^KO^ hearts from E15.5 onward (Figure 2F). To note, the expression of cell-cycle and proliferation genes was not affected by pCharme ablation over the same developmental window (Figure 2—figure supplement 1E). Hence, we argue that their upregulation in neonatal KO hearts was likely a consequence of the cardiac maturation impairment, which leads to a shift to a more fetal and proliferative state of cardiomyocytes upon birth.

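The shift toward a fetal state was examined in the same neonatal pools with lists of cardiomyocyte genes. These lists were written after nearly all of the paper's DEGs from these pools had been seen. The 15 genes of a list of fetal cardiomyocyte isoforms had a median log2 fold change of 0.61, and 13 of them were higher in Charme KO hearts (camera, adjusted p = 3.2e-05). In the quasi-likelihood test 4 of the 15 were called over all genes and 7 when adjusted over the list alone. Its most abundant genes were Nppa (log2 fold change 0.82, adjusted p = 0.199), Myh7 (0.68, adjusted p = 0.335) and Tnni1 (0.18, adjusted p = 0.734). The 32 genes of a list of mature cardiomyocyte genes had a median log2 fold change of -0.21, with 21 of them lower (camera, adjusted p = 0.00644), and their most abundant genes were Fabp3 (-0.67, adjusted p = 0.242), Mb (-0.20, adjusted p = 0.719) and Myh6 (-0.65, adjusted p = 0.378). These values moved with the Charme KO pool left out: Myh6 was at -1.10 (adjusted p = 0.0605) without Charme KO pool 2 and at -0.32 (0.788) without Charme KO pool 1, Mb at 0.04 and -0.51, Tnni1 at 0.43 and -0.13, and Nppa at 0.48 (0.234) and 1.09 (0.0527). DESeq2 called Nppa (0.0631), Fabp3 (0.0675) and Myh6 (0.0968). In that list 1 gene was called over all genes and 9 passed when adjusted over the list alone. Without Charme KO pool 2 the mature list missed the threshold (camera, adjusted p = 0.477), and with an estimated correlation or fry neither list passed. The paper reports that morphogenetic and cardiomyocyte genes and the Myh6 to Myh7 ratio were lower in fetal Charme KO hearts (Figure 2E and F). It also sets the upregulation of cell cycle genes in neonatal Charme KO hearts beside their unaffected expression at embryonic stages (Figure 2—figure supplement 1E). From these it proposes that the upregulation likely follows from impaired cardiac maturation, with a more fetal and proliferative state of cardiomyocytes after birth.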

Overall, these findings suggest that during cardiac development, pCharme regulates morphogenetic pathways whose dysregulation causes a pathological remodeling of the heart. Accordingly, histological analyses performed by hematoxylin and eosin staining of Charme^WT^ and Charme^KO^ cardiac cryo-sections (E15.5) showed a pronounced alteration of the myocardium, with a clear decrease of the area of the ventricular cavities (Figure 2G). The histological investigation was then deepened to the trabeculated myocardium, the tissue directly surrounding ventricle cavities. To this purpose, we performed immunofluorescence staining and Western blot analysis for the natriuretic peptide A (NPPA) factor, a known marker of the embryonal trabecular cardiomyocytes (Choquet et al., 2019; Horsthuis et al., 2008). In parallel, heart sections were analyzed for cardiac vasculature since (i) the process of trabeculae formation is known to be temporally coupled with the formation of blood vessels during development (Samsa et al., 2013) and, importantly, (ii) the ‘circulatory system development’ category was among the main GO enriched for pCharme downregulated DEGs. We found that, with respect to WT, mutant hearts display a significant reduction of NPPA^+^ tissues (Figure 2H, Figure 2—figure supplement 1F), which parallels the decreased expression of the *Irx3* and *Sema3a* trabecular markers (Choquet et al., 2019; Figure 2—figure supplement 1G), and the diminished density of the capillary endothelium imaged by lectin staining (Figure 2—figure supplement 1H). Hence, the fetal expression of pCharme is necessary for the achievement of morphogenetic programs important for CM maturation, myocardial geometry, and vascular network formation. Overall, these ensure the preservation of the cardiac function and structure in adulthood, as a progressive deterioration of the systolic function, which becomes significant at 9 months of age (Figure 2—figure supplement 1I; Supplementary file 3), was observed in Charme^KO^ mice. To note, a similar alteration in heart efficiency was observed in the murine model with a specific mutation in the pCharme intron-1 (Charme^ΔInt^) (Desideri et al., 2020), further confirming the distinct activity of this isoform in cardiac processes.

### pCharme nucleates the formation of RNA-rich condensates by interacting with MATR3 in fetal cardiomyocytes

In differentiated myocytes, we previously demonstrated that CU-rich binding motifs inside pCharme coordinate the co-transcriptional recruitment and the subcellular localization of Matrin 3 (MATR3) (Desideri et al., 2020), a nuclear matrix RNA/DNA binding protein involved in multiple RNA biosynthetic processes (Coelho et al., 2016; Banerjee et al., 2017) and recently shown to play a role in chromatin repositioning during development (Cha et al., 2021). Interestingly, MATR3 was found highly expressed in cardiomyocytes from newborn mice and heterozygous mutations in MATR3 resulted in congenital heart defects (Quintero-Rivera et al., 2015). This raises the intriguing possibility that pCharme may play a role in cardiomyocyte maturation through MATR3. To examine this hypothesis, we first assessed the subcellular localization of pCharme in fetal (E15.5) hearts by biochemical fractionation. RT-qPCR analyses revealed that, in line with what was previously observed in skeletal muscle, in cardiomyocytes pCharme mainly localizes in the nucleus, while the fully spliced mCharme is enriched in the cytoplasm (Figure 3—figure supplement 1A). We next applied high-resolution RNA-fluorescence in situ hybridization (RNA-FISH) to visualize pCharme alone (Figure 3A, Figure 3—figure supplement 1B) or relatively to MATR3 through combined immunofluorescence IF/RNA-FISH approaches (Figure 3B). In agreement with the subcellular fractionation, the imaging experiments confirmed the nuclear localization of pCharme, which exhibits its typical punctuate pattern. Further analysis of the three-dimensional distribution of pCharme and MATR3 revealed a clear colocalization of their signals and the formation of nuclear condensates, as quantified by 3D Pearson’s correlation coefficient applied to the overlapping signals (Figure 3—figure supplement 1C). Based on these results, we then tested if the presence of pCharme could influence the nuclear localization of MATR3. To this end, we performed MATR3 IF assays in wild-type and Charme^KO^ fetal (E15.5) muscle biopsies and in spinal cord nuclei (Figure 3C, Figure 3—figure supplement 1D–F). A striking heterogeneous distribution of MATR3-positive signals was observed within the nucleus of wild-type skeletal (Figure 3—figure supplement 1D) and cardiac (Figure 3C, upper panel) muscles, both expressing the lncRNA. Coherently with their pCharme-dependent formation, these condensates appeared more diffuse in tissues where the lncRNA is not expressed, as Charme^KO^ muscles and WT spinal cords (Figure 3C, middle and lower panels; Figure 3—figure supplement 1D). More accurate quantification of the MATR3 fluorescence distribution in the nucleus of Charme^KO^ cardiomyocytes (coefficient of variation [CV], Figure 3—figure supplement 1F) revealed a MATR3 IF pattern that was less discrete and more homogeneous in respect to WT.

**Figure 3.**
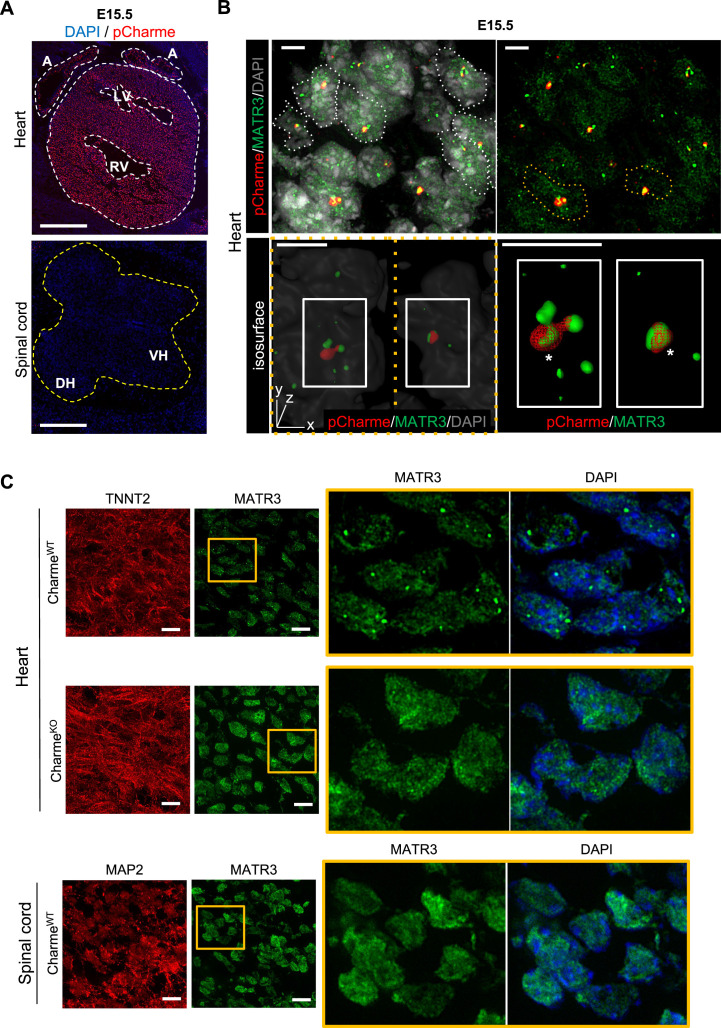
In fetal cardiomyocytes pCharme promotes MATR3 nuclear condensation. (**A**) RNA-FISH for pCharme (red) and DAPI staining (blue) in Charme^WT^ cardiac and spinal cord from E15.5 tissue sections. Whole heart (white dashed lines), spinal cord (yellow dashed line). A, atria; LV and RV, left and right ventricle; DH and VH, dorsal and ventral horn. Scale bars, 500 μm. (**B**) Upper panel: RNA-FISH for pCharme (red) combined with immunofluorescence for MATR3 (green) and DAPI staining (gray) in Charme^WT^ from E15.5 cardiac sections. Dashed lines show the edge of nuclei. Lower panel: selected nuclei (yellow dashed lines in the upper panel) were enlarged and processed for isosurface reconstruction (left panel) and digital magnification (right panel). Overlapped signals are shown (asterisks). Scale bars, 5 μm. (**C**) Upper panel: representative images for MATR3 (green), TnnT2 (red), and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ E15.5 cardiac sections. Lower panel: representative images for MATR3 (green), the Microtubule-associated protein 2 (MAP2) (red), and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ E15.5 spinal cord sections. Regions of interest (ROI) (orange squares) were digitally enlarged on the right panels. Each image is representative of three individual biological replicates. Scale bars, 10 μm.

**Figure 3—figure supplement 1.**
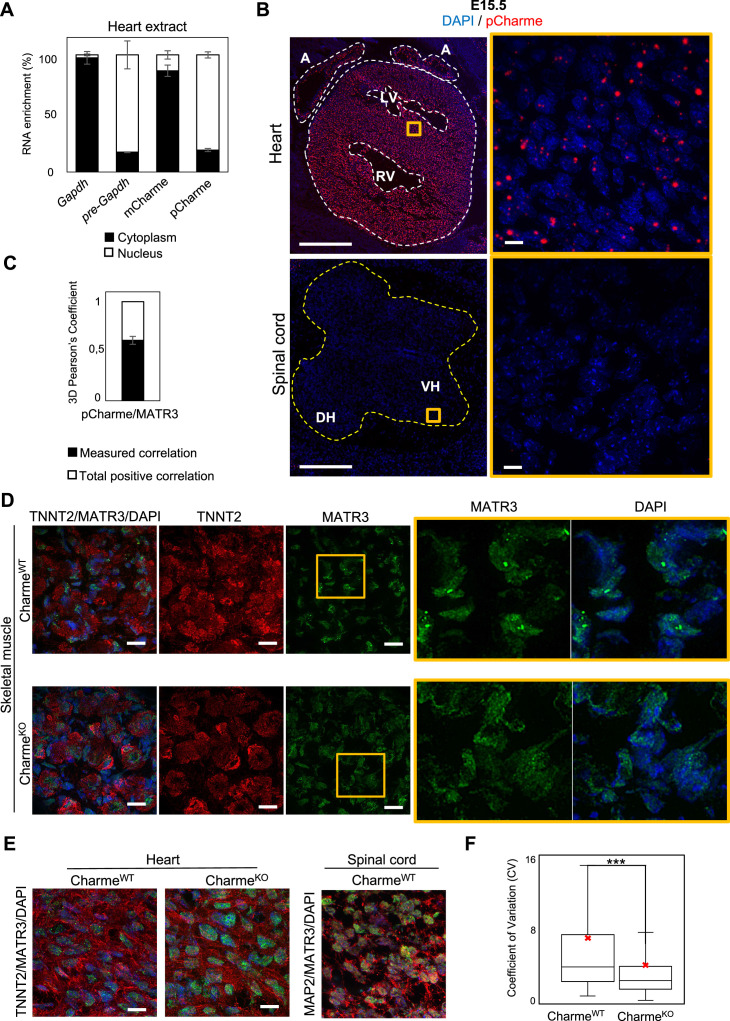
pCharme and MATR3 nuclear localization analyses. (**A**) Quantification of the subcellular distribution of pCharme and mCharme in cardiac tissues from neonatal mice. Histogram shows the quantification by RT-qPCR of the RNA abundance (%) in cytoplasmic versus nuclear compartments. *Gapdh* and *pre-Gapdh* RNAs were used, respectively, as cytoplasmic and nuclear controls. Data represent means ± SEM of (n = 3) technical replicates (**B**) RNA-FISH for pCharme (red) and DAPI staining (blue) in Charme^WT^ hearts and spinal cord from E15.5 tissue sections (left panels) and their magnification (right panels). Whole heart (white dashed lines), spinal cord (yellow dashed line). A, atria; LV and RV: left and right ventricle; DH and VH: dorsal and ventral horn. Scale bars, 500 μm; 10 μm for magnifications. (**C**) 3D Pearson’s correlation coefficient of pCharme/MATR3 overlapping signals. Histogram shows the mean ± SEM calculated over 237 colocalized nuclear signals from (n=3) independent experiments. (**D**) Representative images for MATR3 (green), TnnT2 (red), and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ skeletal muscles from E15.5 tissue sections. Regions of interest (ROI) (orange squares) were digitally enlarged on the right panels. Each image is a representative of three individual samples. Scale bars, 10 μm. (**E**) Left panel: Representative images for for MATR3 (green), TnnT2 (red), and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ heart from E15.5 tissue sections. Right panel: representative images for MATR3 (green), MAP2 (red), and DAPI (blue) stainings on Charme^WT^ and Charme^KO^ spinal cord from E15.5 tissue sections. Each image is a representative of three individual samples. Scale bars, 10 μm. (**F**) Quantification of MATR3 fluorescence intensity distribution (CV, coefficient of variation) in Charme^WT^ (N = 1346 nuclei) and Charme^KO^ (N = 1404 nuclei). The red X indicates the mean value of CV distribution.

The known ability of MATR3 to interact with both DNA and RNA and the high nuclear retention of pCharme may predict the presence of chromatin and/or specific transcripts within these MATR3-enriched condensates. In skeletal muscle cells, we have previously observed on a genome-wide scale, a global reduction of MATR3 chromatin binding in the absence of pCharme (Desideri et al., 2020). Nevertheless, the broad distribution of the protein over the genome made the identification of specific targets through MATR3-ChIP challenging. To apply a more straightforward approach and to functionally characterize the MATR3 RNA interactome, here we applied MATR3 CLIP-seq to fetal Charme^WT^ and Charme^KO^ hearts (Figure 4A). Western blot analyses with antibodies against MATR3 allowed to test the efficiency of protein recovery after the immunoprecipitation, in both the WT and KO conditions (Figure 4—figure supplement 1A). Subsequent analysis of the RNA led to the identification of 952 cardiac-expressed transcripts significantly bound by MATR3 in the WT heart (log2 fold enrichment >2 and FDR value <0.05, Figure 4—figure supplement 1B and Supplementary file 4). Four candidates (*Cacna1c*, *Myo18b*, *Tbx20*, *Gata4*) were selected based on their FDR values (Supplementary file 4) for further validation by RT-qPCR, together with *Gapdh,* chosen as negative control (Figure 4—figure supplement 1C).

**Figure 4.**
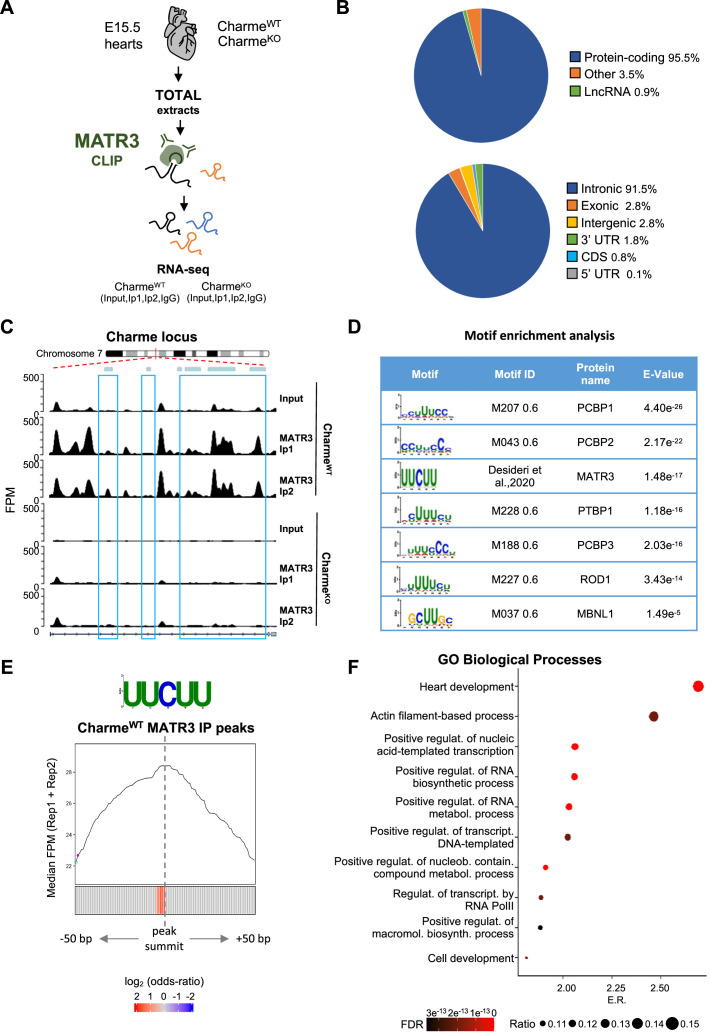
MATR3/pCharme nuclear condensates contain key regulators of heart development. (**A**) Schematic representation of MATR3 CLIP-seq workflow from fetal (E15.5) Charme^WT^ and Charme^KO^ hearts. See ‘Materials and methods’ for details. (**B**) MATR3 CLIP-seq from fetal hearts. Upper panel: a pie-plot projection representing transcript biotypes of 951 identified MATR3 interacting RNAs. Peaks overlapping multiple transcripts were assigned with the following priority: protein coding, lncRNA, and others. Lower panel: a pie-plot projection representing the location of MATR3 enriched peaks (log2 fold enrichment >2 and false discovery rate [FDR] <0.05). Peaks overlapping multiple regions were assigned with the following priority: CDS, 3’UTR, 5’UTR, exons, introns, and intergenic. Percentages relative to each group are shown. (**C**) MATR3 CLIP-seq (Input, Ip1, and Ip2) normalized read coverage tracks (FPM) across pCharme from fetal hearts. Significant MATR3 peaks, displaying log_2_ fold enrichment >2 in both Ip1 and Ip2 samples compared to Input, are demarcated by light-blue boxes. Normalized read coverage tracks (FPM) from MATR3 CLIP-seq in Charme^KO^ fetal hearts on Charme locus are also shown. Plot obtained using Gviz R package. (**D**) Motif enrichment analysis perfomed on MATR3 CLIP-seq peaks (Charme^WT^) with AME software using 93 RNA binding motifs from CISBP-RNA database. Seven consensus motifs resulted significantly over-represented (E value <0.05) among the MATR3 peaks compared to control regions. See ‘Materials and methods’ for details. (**E**) Positional enrichment analysis of MATR3 motif in MATR3 CLIP-seq top 500 peaks (Charme^WT^, average log2 fold change). For each of the analyzed positions close to peak summit, line plot displays the median CLIP-seq signal (FPM, IP1 + IP2), while heatmap displays the log2 odds ratio of UUCUU motif enrichment. Significant enrichments (Bonferroni corrected p-value<0.05) are shown in red. See ‘Materials and methods’ for details. (**F**) GO enriched categories obtained with WebGestalt (http://www.webgestalt.org) on protein-coding genes overlapping Charme^WT^ MATR3 peaks. Dots indicate the top categories of biological processes (description in y-axis) in decreasing order of enrichment ratio (E.R., overlapped genes/expected genes, x-axis). Dot size (ratio) represents the ratio between overlapped gens and GO categories size while dot color (FDR) represents significance. All the represented categories show an FDR < 0.05.

**Figure 4—figure supplement 1.**
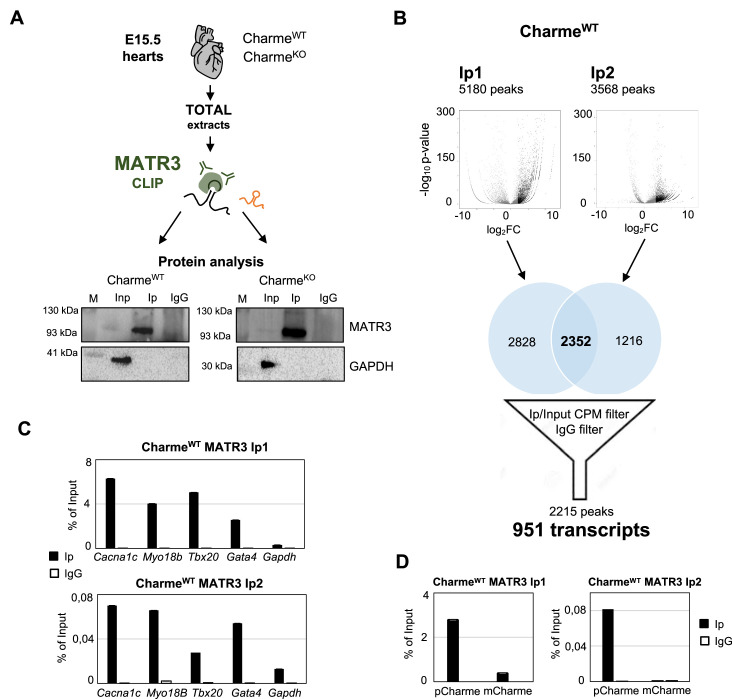
Experimental workflow, data output and validation of MATR3 CLIP-seq. (**A**) Schematic representation of MATR3-CLIP assay as performed from fetal hearts (E15.5) in Charme^WT^ and Charme^KO^ conditions. MATR3 Western blot analysis on the retrieved protein fractions is shown. GAPDH protein serves as a loading control. Input (Inp) samples represent 10% of the total protein extracts. (**B**) Schematic representation of the workflow used for MATR3 CLIP-seq analysis. Volcano plots represent the fold enrichment over Input (log_2_ fold enrichment, x-axis) and significance (-log_10_ p-value, y-axis) of MATR3 peaks in the Ip1 (left panel) and Ip2 (right panel) samples. Black dots represent the significantly enriched peaks (log_2_ fold enrichment > 2 and false discovery rate [FDR] < 0.05). Venn diagrams depict the intersection between Ip1 and Ip2 significantly enriched peaks. The 2215 filtered peaks correspond to the 951 MATR3-bound transcripts. CPM, counts per million. See ‘Materials and methods’ for details. (**C**) RT-qPCR quantification of *Cacna1c*, *Myo18b*, Tbx20, and *Gata4* RNA recovery in MATR3 Ip1 (upper panel), Ip2 (lower panel), and IgG Charme^WT^ samples. *Gapdh* RNA serves as negative control. Values are expressed as percentage of input. (**D**) RT-qPCR quantification of pCharme and mCharme RNA recovery in MATR3 Ip1 (left panel), Ip2 (right panel), and IgG Charme^WT^ samples. Values are expressed as percentage of input.

In line with the binding propensities exhibited by MATR3 in other cell systems (Uemura et al., 2017), most of its enrichment was located within the introns of protein-coding mRNA precursors (Figure 4B). Strikingly, even though the class of lncRNAs was poorly represented (Figure 4B, upper panel), we found pCharme at the top of the MATR3 interactors in Charme^WT^ hearts (Supplementary file 4). Further quantification of the retrieved RNAs by RT-qPCR evidenced the specific enrichment of pCharme, but not mCharme, in the wild-type samples, which supports the distinctive binding of MATR3 to the nuclear isoform (Figure 4—figure supplement 1D). As expected, we observed a strong reduction of MATR3-CLIP signal across Charme RNA in Charme^KO^ samples (Figure 4C; Supplementary file 4).

To gain further insights into the specificity of MATR3 binding, we analysed the CLIP-identified peaks to identify consensus sites for RNA-binding proteins, including MATR3. Enrichment analysis performed by using 93 RNA-binding motifs catalogued by the CISBP-RNA database (Ray et al., 2013) pinpointed the MATR3 consensus sequence (UUCUU, Desideri et al., 2020) among the most over-represented pyrimidine-enriched motifs (E value < 0.05) (Figure 4D). When analyzed in respect to the intensity of the CLIP signals, the MATR3 motif was positioned at the peak summit (±50 nt) (Figure 4E), close to the strongest enrichment of MATR3, thus suggesting a direct and highly specific binding of the protein to these sites. Encouraged by this quality assessment, we finally performed a GO enrichment analysis on the 881 protein-coding transcripts directly bound by MATR3 in the WT heart and found ‘heart development’ as the most significantly enriched functional category (Figure 4F). Therefore, our results indicate the formation of MATR3-containing condensates inside the nucleus of cardiomyocytes which contain pCharme, as the most abundant lncRNA, and pre-mRNAs encoding for important cardiac regulators.

### The pCharme/MATR3 interaction sustains developmental gene expression in fetal cardiomyocytes

On a transcriptome scale, we found that in the heart the expression of MATR3-bound RNAs was globally reduced by pCharme knockout (Figure 5—figure supplement 1A). Indeed, while MATR3 targets were under-represented among transcripts whose expression was unaffected (invariant) or increased (upregulated) by pCharme ablation, 12% of the downregulated DEGs (41 out of 340, pCharme included) were bound by MATR3 (Figure 5A). To note, these common targets were significantly enriched across the top three GO classes, previously defined for Charme^KO^ downregulated genes (Figure 5B). This evidence suggests that pCharme is needed to sustain the cardiac expression of MATR3 targets. To investigate the possible implication of the lncRNA for MATR3 binding to RNA, we proceeded with a differential binding (DB) analysis of MATR3 CLIP-seq datasets between the Charme^WT^ and Charme^KO^ conditions (Figure 5—figure supplement 1B and C). Among the shared peaks, DB revealed that the main consequence of pCharme depletion was a significant decrease of MATR3 enrichment on the RNA (Figure 5C, Loss), while the increase of protein binding was observed on a lower fraction of peaks (Figure 5C, Gain). In line with the specificity for MATR3 binding, also in these sets of differentially bound regions, the MATR3 motif was positioned close to the summit of the peak (Figure 5—figure supplement 1D). By mapping these differentially bound regions to the MATR3 targets that are also responsive to pCharme ablation (DEGs), we found that while the gained peaks were equally distributed, the loss peaks were significantly enriched in a subset (20 out of 40, 50%) of downregulated DEGs (Figure 5D, upper panel). Overall, these results suggest that cooperation between pCharme and MATR3 activities is needed for the expression of specific RNAs, where the majority (13 out of 20) is known to play important roles in embryo development, anatomical structure morphogenesis, and development of the circulatory system (Figure 5D, lower panel). Indeed, we found interesting candidates such as *Cacna1c*, *Notch3*, *Myo18b,* and *Rbm20*, whose role in cardiac physiopathology was extensively studied (Goonasekera et al., 2012; Tao et al., 2017; Ajima et al., 2008; van den Hoogenhof et al., 2018).

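Of these candidates, Rbm20 lies on chromosome 19 of GRCm38 from 53677306 to 53867080. In the neonatal pools it had 5149, 5067 and 6105 counts in Charme WT and 2601 and 3559 counts in Charme KO hearts, or 41.5 ± 4.37 FPKM (SD, n = 3) against 25.3 ± 2.58 FPKM (SD, n = 2). The log2 fold change was -0.71 (standard error 0.183, adjusted p = 0.115 from edgeR's quasi-likelihood test), and it stayed between -0.82 and -0.62 with each pool left out in turn. It was -0.37 with the length and GC correction (adjusted p = 0.343), and with the replicate number as a block and that correction -0.35 (0.524). The adjusted p was 0.0380 in the likelihood ratio test and 0.0148 in DESeq2.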

**Figure 5.**
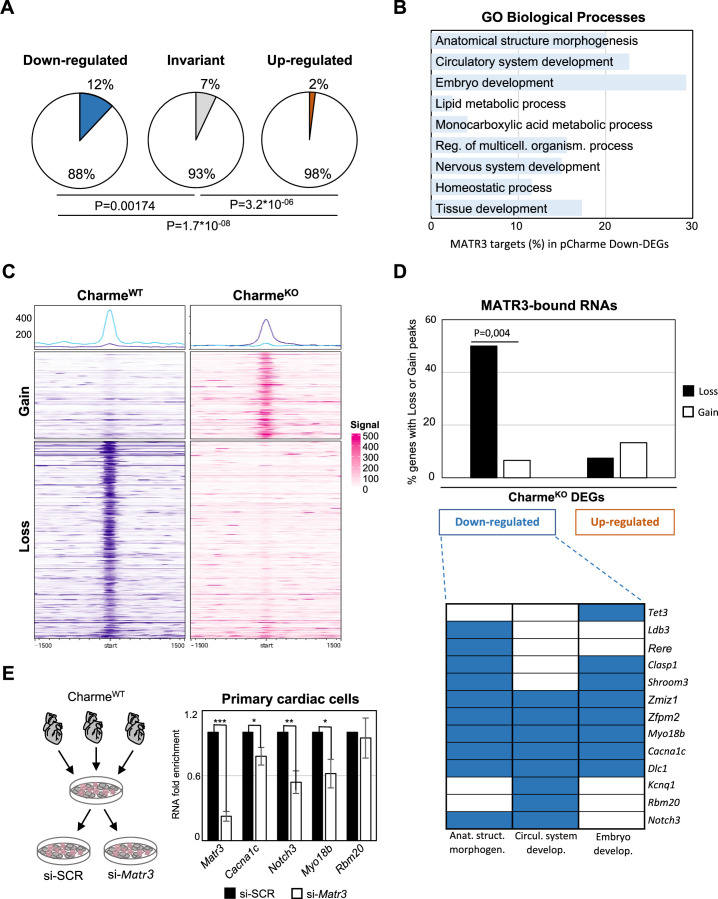
The pCharme/MATR3 interaction in cardiomyocytes sustains developmental genes expression. (**A**) Pie charts showing the percentage of MATR3 targets in Charme^KO^ downregulated, invariant, or upregulated differentially expressed genes (DEGs). Significance of enrichment or depletion was assessed with two-sided Fisher’s exact test, shown below. (**B**) MATR3 targets (%) in the GO categories enriching Charme^KO^ downregulated DEGs (Down-DEGs) (see also Figure 2A). (**C**) Profile heatmaps of differential MATR3 CLIP-seq peaks (Charme^WT^ vs. Charme^KO^). Normalized mean read counts of both IP samples are shown only for significant (false discovery rate [FDR] < 0.05) ‘Gain’ and ‘Loss’ peaks. (**D**) Upper panel: histogram showing the distribution (%) of ‘Gain’ and ‘Loss’ MATR3 peaks in pCharme DEGs. Significance of enrichment was assessed with two-sided Fisher’s exact test. Lower panel: distribution of the subset (13 out of 20) of Down-DEGs with Loss peaks in the first three GO categories identified for downregulated genes (see also Figure 2A). (**E**) Left panel: schematic representation of primary cells extraction from Charme^WT^ hearts. Once isolated, cells were plated and transfected with the specific siRNA (si-*Matr3*) or control siRNA (si-SCR). See ‘Materials and methods’ for details. Right panel: RT-qPCR quantification of *Matr3*, *Cacna1c*, *Notch3*, *Myo18b,* and *Rbm20* RNA levels in primary cardiac cells treated with si-SCR or si-*Matr3*. Data were normalized to *Gapdh* mRNA and represent mean ± SEM of (n=4) independent biological experiments. Data information: *p<0.05; **p<0.01; ***p<0.001, unpaired Student’s *t*-test.

**Figure 5—figure supplement 1.**
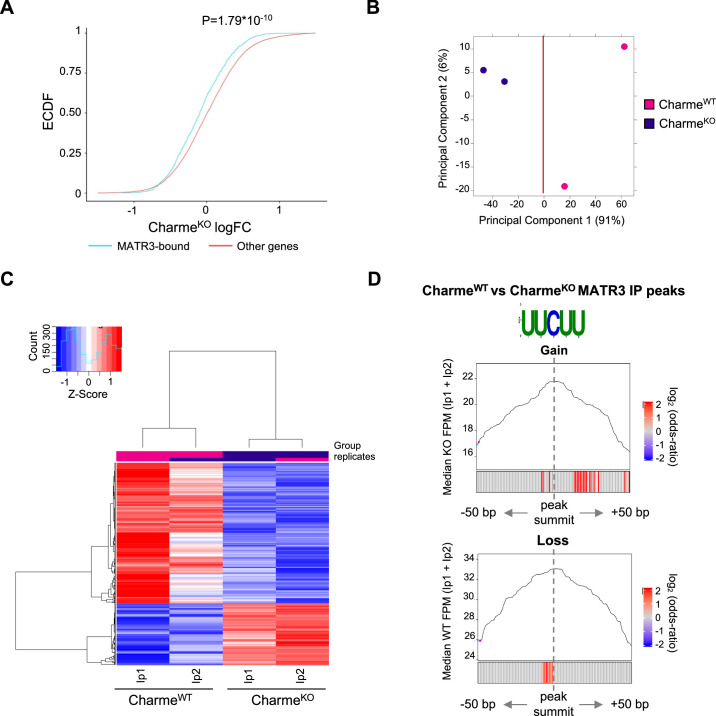
Study of MATR3 binding properties from MATR3 CLIP-seq Charme^WT^ and Charme^KO^ datasets. (**A**) Empirical cumulative distribution functions (ECDF) showing the RNA abundance of MATR3 targets in Charme^KO^ condition compared to the other expressed genes. Significance was determined using a two-sided Kolmogorov–Smirnov (KS) test. (**B**) Principal component analysis (PCA) plot of Charme^WT^ and Charme^KO^ MATR3 CLIP-seq peaks. Plot was obtained from DiffBind package. See ‘Materials and methods’ for details. (**C**) Heatmap visualization of Charme^WT^ and Charme^KO^ MATR3 CLIP-seq peaks. Plot was produced by DiffBind package. Z-score of normalized reads counts is shown. See ‘Materials and methods’ for details. (**D**) Positional enrichment analysis of MATR3 motif in differential MATR3 CLIP-seq peaks (Charme^WT^ vs. Charme^KO^). For each analyzed position close to peak summit, line plot displays the median CLIP-seq signal (FPM, IP1 + IP2) while heatmap displays the log_2_ odds ratio of UUCUU motif enrichment. Significant enrichments (Bonferroni corrected p-value<0.05) are shown in red (seeee ‘Materials and methods’ for further details). CLIP-seq signal in Charme*^KO^* and Charme^WT^ conditions is displayed for ‘Gain’ and ‘Loss’ peaks, respectively.

Finally, to univocally distinguish the contribution of pCharme and MATR3 on their expression, we tested the effect of MATR3 depletion on the abundance of these RNAs. We purified cardiac primary cells from wild-type hearts for transfection with control (si-SCR) or MATR3 (si-*Matr3*) siRNAs (Figure 5E, left panel). RT-qPCR analysis revealed that three out of four tested genes exhibited a significant expression decrease upon MATR3 depletion (Figure 5E, right panel).

In sum, these data offer unprecedented knowledge on the RNA-binding propensities of MATR3 in the fetal heart and identify a subset of RNAs whose expression and MATR3 binding are influenced by pCharme. The results demonstrate that, in developing hearts, RNA-rich MATR3 condensates form at the sites of pCharme transcription and control the expression of important regulators of embryo development, cardiac function, and morphogenesis. To the best of our knowledge, no previous research has given such an insight into the importance of specific lncRNA/RNA binding protein interactions occurring at the embryonal stages of mammalian heart development. As MATR3 is involved in multiple nuclear processes, further studies will be necessary to address how the early interaction of the protein with pCharme impacts on the expression of specific RNAs, either at transcriptional or post-transcriptional stages.

## Discussion

In living organisms, the dynamic assembly and disassembly of distinct RNA-rich molecular condensates influences several aspects of gene expression and disease (Roden and Gladfelter, 2021). The engagement of specific lncRNAs can enhance the biochemical versatility of these condensates because of the extraordinary tissue specificity, structural flexibility and the propensity of this class of RNAs to gather macromolecules (Buonaiuto et al., 2021). Furthermore, the maintenance of specific lncRNAs on the chromatin, combined with their scaffolding activity for RNA and proteins, can cunningly seed high-local concentrations of molecules to specific loci (Bhat et al., 2021; Ribeiro et al., 2018). The occurrence of alternative RNA processing events eventually leads to the formation of diverse lncRNA isoforms, thus refining the biochemical properties and the binding affinities of these ncRNAs. This suggestive model perfectly fits with pCharme and provides mechanistic insights into the physiological importance of this lncRNA in muscle. In fact, of the two different splicing isoforms produced by the Charme locus, only the unspliced and nuclear pCharme isoform was found to play an epigenetic, architectural function in skeletal myogenesis under physiological circumstances.

Here, we took advantage of our Charme^KO^ mouse model to extend the characterization of this lncRNA to embryogenesis. We show that the temporal and cell-type-specific expression of pCharme is critical for the activation of pro-differentiation cardiac genes during development. Mechanistically, we provide evidence that this activity relies on the formation of pCharme-dependent RNA-rich condensates acting as chromatin hubs for MATR3, a nuclear matrix DNA/RNA-binding protein highly abundant in the fetal heart and source, upon mutation, of congenital defects (Quintero-Rivera et al., 2015). MATR3 ability to bind RNA can lead to the formation of dynamic shell-like nuclear condensates, whose composition depends on the integrity of the two RNA recognition motifs (RRM1 and 2) (Malik et al., 2018; Sprunger et al., 2022). Evidence supporting the physiological relevance of the RNA-MATR3 interplay is emerging in both neural and muscle pathologies (Ramesh et al., 2020; Senderek et al., 2009; Feit et al., 1998.). In skeletal muscle, we previously showed that the presence of an intronic element, bearing ~100 MATR3 binding sites inside pCharme RNA, is needed for MATR3 nuclear localization (Desideri et al., 2020). Here, we add an important dowel and give a developmental meaning to the pCharme interaction with MATR3 (Figure 6). We show that, in the absence of the lncRNA, the nuclear distribution of MATR3 was altered in developing cardiomyocytes as well as its binding to specific RNAs, with a consequent mis-regulation of their expression. Among them, we found a subset of shared pCharme/MATR3 targets, whose role in cardiac physiopathology was extensively studied, such as *Smad3*, *Notch3,* and the myogenic components *Cacna1c* and Myosin-18b (Goonasekera et al., 2012; Tao et al., 2017; Ajima et al., 2008; van den Hoogenhof et al., 2018).

**Figure 6.**
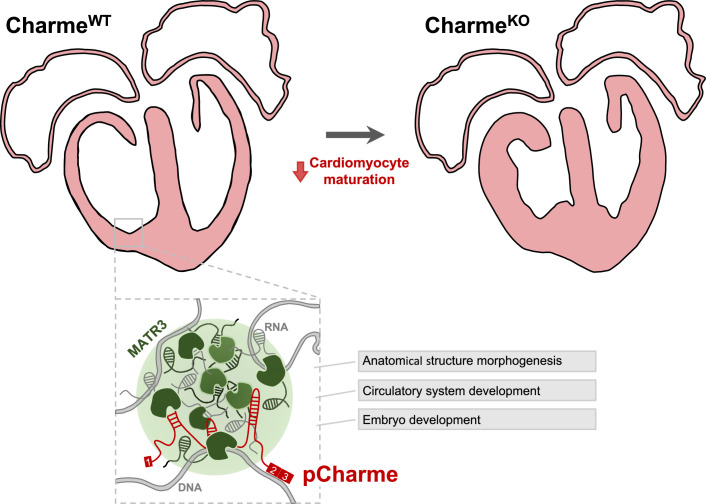
Proposed model for pCharme functions during heart development. At developmental stages (Charme^WT^), pCharme is required for the expression of genes involved in cardiomyocyte maturation. This activity is accompanied by the formation of nuclear condensates, through the interaction with the RNA-binding protein MATR3, which enrich transcripts involved in cardiac development. pCharme absence (Charme^KO^) leads to the alteration of the transcriptional network of trabecular genes during development and to the remodeling of heart morphology.

In the cardiac context, the reactivation of fetal-specific RNA-binding proteins, including MATR3, was recently found to drive transcriptome-wide switches through the regulation of early steps of RNA transcription and processing (D’Antonio et al., 2022). Along this view, the pCharme-dependent regulation of the MATR3 cardiac interactome emphasizes the need of cell-type-specific lncRNAs for directing its activity to specific RNAs, in tissue-distinctive and spatiotemporal manners. Moreover, as the impairment in the nuclear distribution of MATR3 can exert adverse effects in diverse tissues, our study may provide a more inclusive viewpoint on myopathies but also neuromuscular disorders, where alteration in muscle development involves not only the myogenic lineage but also the interaction of the myogenic cells with the surrounding tissues.

These results also underlie the importance of studying cardiomyogenesis in animal models, which allow a better appreciation of the balance between the proliferation and maturation processes in cardiomyocytes and, importantly, the study of the cardiac functions in adulthood. In our case, adult Charme^KO^ mice develop a significant reduction of systolic function with initial signs of cardiac dilation, which denotes an early phase of cardiomyopathy. The results are supported by recently published data suggesting that the transition of cardiomyocytes toward an immature phenotype in vivo is associated with the development of dilated cardiomyopathy (Ikeda et al., 2019).

Recent cardiovascular studies have uncovered essential roles for lncRNAs in cardiac development and disease (Scheuermann and Boyer, 2013; Anderson et al., 2016; Ritter et al., 2019). However, a still unmet need is to disentangle noncanonical lncRNA-mediated mechanisms of action to gain insight into more successful diagnosis and classification of patient subpopulation and to use them as possible diagnostic biomarkers or therapeutic targets (Buonaiuto et al., 2021). Future efforts will be devoted to clarifying the implication of the syntenic pCharme transcript in those human cardiomyopathies where pathological remodeling of the cardiac muscle occurs.

## Materials and methods

### Ethics statement and animal procedures

C57BI/6J mice were used in this work. The Charme^KO^ animals were previously derived through the insertion of a PolyA signal in the Charme locus, as detailed in Ballarino et al., 2018. All procedures involving laboratory animals were performed according to the institutional and national guidelines and legislations of Italy and according to the guidelines of Good Laboratory Practice (GLP). All experiments were approved by the Institutional Animal Use and Care Committee and carried out in accordance with the law (protocol number 82945.56). All animals were kept in a temperature of 22°C ± 3°C with a humidity between 50 and 60%, in animal cages with at least five animals.

### Isolation, transfection, and subcellular fractionation of mouse primary heart cells

For primary heart cells isolation and transfection, 5–10 postnatal (PN3) hearts for each replicate (n = 4) were pooled, harvested, and kept at 37°C in culture medium (FBS 10%, 1× non-essential aminoacids, 1× PenStrep, and DMEM high glucose). Hearts were mashed with pestles for 2 min and cell isolation performed according to the manufacturer’s instructions (Neonatal Heart Dissociation Kit, Miltenyi Biotec). Cell suspension was centrifuged for 5 min at 600 × *g,* and cells were resuspended in cell culture medium and plated in 22.1 mm plates. 1,5 million cells were transfected 48 hr later with 75 mM si-SCR or si-*Matr3* in 3 µl/ml of Lipofectamine RNAiMAX (Thermo Fisher Scientific) and 100 µl/ml of Opti-MEM (Thermo Fisher Scientific), according to the manufacturer’s specifications. Total RNA was collected 48 hr after transfection. See Supplementary file 5 for siRNA sequences. Subcellular fractionation of primary embryonal (E15.5) cardiac cells was performed using the Paris Kit (Thermo Fisher Scientific, cat#AM1921), according to the manufacturer’s instructions.

### Whole-mount in situ hybridization

Embryos were fixed overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) plus 0.1% Tween 20 (PBT) at 4°C, dehydrated through a series of methanol/PBT solutions (25, 50, 75, and 100% methanol), and stored at –20°C until hybridization. Fixed embryos were rehydrated and rinsed twice in PBT. At this point, embryos were either digested with DNase and/or RNase or kept in PBT. All embryos were bleached in 6% hydrogen peroxide in PBT for 1 hr. Embryos were then rinsed three times in PBT for 5 min, digested with proteinase K (10 μg/ml in PBT) for 5 min at room temperature (RT), washed once in 2 mg/ml glycine in PBT and twice in PBT for 5 min each, and post-fixed in 4% PFA/0.2% glutaraldehyde in PBT for 20 min at RT. Embryos were subsequently rinsed twice in PBT for 5 min and pre-hybridized at 70°C in hybridization solution (50% formamide, 5× SSC, pH 5, 0.1% Tween 20, 50 μg/ml heparin, 50 μg/ml Torula RNA, 50 μg/ml salmon sperm DNA) for 2 hr. Embryos were then incubated overnight at 70°C in hybridization solution containing 500 ng/ml of denatured riboprobe. Riboprobes were generated by in vitro transcription in the presence of Digoxigenin-UTP (Roche Diagnostics). Antisense and sense Charme probes, used as specificity controls, were synthesized from linearized pBluescript-Charme_Ex2/3 plasmid. On the second day, embryos were washed twice in 50% formamide/4× SSC, pH 5/1% SDS and twice in 50% formamide/2× SSC, pH 5 for 30 min each at 55°C. Embryos were then rinsed three times for 5 min in MABT (100 mM maleic acid, 150 mM NaCl, pH 7.5, 0.1% Tween), blocked for 2 hr at RT in 10% goat serum in MABT and incubated overnight at 4°C in 1% goat serum in MABT with 1∶5000 alkaline phosphatase-coupled anti-Digoxigenin antibody (Roche Diagnostics). On the third day, embryos were washed in MABT twice for 5 min and five more times for 1 hr each. Embryos were then rinsed twice in NTMT (100 mM NaCl, 100 mM Tris-HCl, pH 9.5, 50 mM MgCl_2_, 0.1% Tween) for 15 min each, followed by the staining reaction in BM Purple (Roche Diagnostics) in the dark for 30 min to 12 hr. Stained embryos were fixed overnight in 4% PFA in PBT, stored in PBT, and photographed under a stereomicroscope.

### Cryo-section in situ hybridization

Embryos were dissected in cold PBS (pH 7.4) and fixed in 4% w/v PFA for 24 hr at 4°C. Following fixation, the embryos were cryoprotected either in 30% w/v sucrose in PBS (for PFA-fixed embryos) or in 30% w/v sucrose in 0.1 M Tris pH 7.5 (for Z7-fixed embryos), embedded in tissue freezing medium (Leica Microsystems), sectioned at 12 µm using a cryostat (Leica 1900UV), and transferred to superfrost plus (ROTH) slides. The sections were air-dried for at least 30 min and stored at −80°C until later use. For chromogenic detection, sections were post-fixed in 4% w/v PFA in PBS for 10 min or in Z7, washed three times in PBS (or twice in 0.1 M Tris–HCl pH:7, 0.05 M NaCl and once in PBS for Z7), and incubated in acetylating solution (1.3% v/v triethanolamine, 0.03 N HCl, 0.25% v/v acetic anhydrite) for 10 min. Sections were then washed in PBS, incubated in 1% v/v Triton-X-100 in PBS for 30 min, and washed three times in PBS. Prehybridization was performed for 4–6 hr in buffer H (50% v/v formamide, 5× SSC [0.75 M NaCl, 0.075 M sodium citrate], 5×Denhardt’s [0.1% bovine serum albumin, 0.1 and 0.1% polyvinylpyrrolidone], 250 µg/ml yeast RNA and 500 µg/ml salmon sperm DNA). Hybridization was performed in a humidified chamber for 16 hr at 65°C in H buffer with DIG-labeled probe added (400 µg/ml). The probes were generated by in vitro transcription in the presence of Digoxigenin-UTP (Roche Diagnostics). Following hybridization, sections were sequentially washed in 5× SSC (5 min, 65°C), 0.2× SSC (1 hr, 65°C), 0.2× SSC (5 min, RT). Then they were incubated in AB buffer (0.1 M Tris pH 7.5, 0.15 M NaCl) for 5 min, and in blocking solution (10% v/v fetal calf serum in AB) for 1–2 hr at RT. Antibody incubation was performed for 16 hr at 4°C in AB buffer supplemented with 1% v/v fetal calf serum and anti-DIG antibody coupled to alkaline phosphatase (1∶5000 dilution; Roche). Sections were then washed thoroughly in AB and equilibrated in alkaline phosphatase buffer (AP - 0.1 M Tris–HCl pH: 9.5, 0.1 M NaCl, 0.05 M MgCl_2_) for 5 min. Alkaline phosphatase activity was detected in the dark in AP buffer supplemented with 45 mg/ml 4-nitrobluetetrazolium chloride (NBT, Roche) and 35 mg/ml 5-bromo-4-chloro-3-indolyl-phosphate (BCIP, Roche). The reaction was stopped with PBS and the sections were mounted in Glycergel (Dako). Sections were analyzed and photographed under a stereomicroscope. Fluorescent detection was performed via Basescope assay (Advanced Cell Diagnostics, Bio-Techne) as previously described in D’Ambra et al., 2021, with little modifications according to the manufacturer’s instructions for tissue processing. Probes used to specifically detect pCharme RNA (ref. 1136321-C1) were custom produced by Advanced Cell Diagnostics and designed to specifically target the intronic sequence in order to detect the unspliced transcripts.

### Preparation of probe templates for in situ hybridization experiments

pCharme exons 2 and 3 were PCR-amplified from cDNA extracted from myotubes using Charme_Up-BamHI and Charme_Down-EcoRI primers (Supplementary file 5). PCR products were cloned into pBluescript ks(-) upon BamHI and EcoRI (Thermo Fisher Scientific) enzymatic restriction.

### Histology

All hearts were fixed in 4% formaldehyde, embedded in OCT, and cut into 7 μm sections. After washing with PBS three times for 5 min, the sections were stained for 7 min with eosin (Merck, Cat# 109844). Subsequently, slides were washed three times with PBS and then incubated with hematoxylin (Merck, 105175) for 90 s.

### Immunohistochemistry

Fresh E15.5 and PN tissues were embedded in OCT and then frozen in isopentane pre-chilled in liquid nitrogen. Cryo-sections (10 μm of thickness) were fixed in PFA 4% at 4°C for 20 min prior staining with primary antibodies, as previously described (Cazzella et al., 2012). Antibodies and dilutions are reported in Supplementary file 5. DAPI, KI-67, NPPA, TNNT2, and G. simplicifolia lectin immunofluorescence signals (Figure 2H; Figure 2—figure supplement 1D, E and H) were acquired with Carl Zeiss Microscopy GmbH Imager A2 equipped with Axiocam503 color camera. MATR3, TNNT2, and MAP2 signals (Figure 3C, Figure 3—figure supplement 1D and E) were acquired as Z stacks (200 nm path) by inverted confocal Olympus IX73 microscope equipped with a Crestoptics X-LIGHT V3 spinning disk system and a Prime BSI Express Scientific CMOS camera. Images were acquired as 16 bit 2048 × 2048 pixel file by using ×100 NA 1.40 and ×60 NA 1.35 oil (UPLANSApo) objectives and were collected with the MetaMorph software (Molecular Devices). The average number of KI-67-positive nuclei from n = 4 Charme^WT^ and Charme^KO^ neonatal cardiac sections was determined by dividing the number of immunolabeled nuclei over the total number of nuclei in each microscope field. For each replicate, from 4 to 18 fields were analyzed with ImageJ Software (Schneider et al., 2012). NPPA and G. simplicifolia lectins sub-tissutal staining (Figure 2H, Figure 2—figure supplement 1H) was analyzed using ImageJ software (Schneider et al., 2012) and according to Fukuda et al., 2013, with little modifications. Briefly, we quantified the ratio between the area covered by the NPPA/lectins signal immunofluorescence signals and the total area of the left ventricle. To calculate the area, the left ventricle was selected with the line selection tool. A threshold was then applied to the selected region to measure the area covered by the signal. The plot in Figure 2F represents the percentage of area covered by the NPPA/lectins signal divided by the area of the left ventricle.

Quantification of MATR3 puncta in Figure 3C was performed using ImageJ software (Schneider et al., 2012) according to Higaki et al., 2020, with little modifications. Briefly, a ‘mask’ from binarized images was created and used to measure the intensity of MATR3 fluorescence inside the nuclei and the standard deviation (SD). MATR3 distribution was evaluated by coefficient of variation (CV) defined as CV = mean SD/mean MATR3 intensity. A higher CV value indicates a higher spatial variability of fluorescence distribution (punctate staining); conversely, a lower CV value corresponds to a higher uniformity of fluorescence distribution (diffuse staining). Statistical analysis was performed using *t*-test, and the differences between means were considered significant at p≤0.05.

### RNA extraction and RT-qPCR analysis

Total RNA from cultured cells and tissues was isolated using TRI Reagent (Zymo Research), extracted with Direct-zol RNA MiniPrep (Zymo Research), treated with DNase (Zymo Research), retrotranscribed using PrimeScript Reagent Kit (Takara) and amplified by RT-qPCR using PowerUp SYBR-Green MasterMix (Thermo Fisher Scientific), as described in Desideri et al., 2020. See Supplementary file 5 for oligos details.

### RNA-seq analysis

To reduce biological variability, Charme^WT^ and Charme^KO^ neonatal littermates (PN2) were sacrificed and hearts from the corresponding genotypes pooled together before RNA extraction (three Charme^WT^ pools, nine hearts each, two Charme^KO^ pools, three hearts each). Validation analyses were performed on two additional Charme^WT^ pools (six hearts each) and two Charme^KO^ pools (four hearts each). Principal component analysis (PCA) conducted on the RNA-seq data revealed that the two groups were evidently distinguished for the first principal component (Figure 2—figure supplement 1A). 

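A multidimensional scaling of TMM-normalized log2 CPM on the 500 genes with the leading fold changes of each pair of pools gave 60.0% of the variance to dimension 1 and 20.3% to dimension 2, and the percentages printed in Figure 2—figure supplement 1A match these. On dimension 1 the Charme WT pools lay at -0.72, -1.11 and -0.95, and the Charme KO pools at 0.64 and 2.14. Dimension 2 separated the 2 Charme KO pools from each other, at -1.38 and 0.72, more widely than the Charme WT pools, which lay between 0.07 and 0.34. The genotypes separated on dimension 1 with all tested genes (48.9% of the variance), with 500 genes common to all pairs (69.4%), and with each pool left out in turn (57.0% to 65.4%). No setting left out the salivary gland and adipose genes that were high in Charme KO pool 2, so their part in dimension 1 is not known. No test was made of the separation.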

Illumina Stranded mRNA Prep was used to prepare cDNA libraries for RNA‐seq that was performed on an Illumina NovaSeq 6000 Sequencing system at IIT-Istituto Italiano di Tecnologia (Genova, Italy). RNA-seq experiment produced an average of 26 million 150 nucleotide long paired‐end reads per sample. Dark cycles in sequencing from NovaSeq 6000 machines can lead to high-quality stretches of Guaninines artifacts; in order to remove these artifacts, low-quality bases and N stretches from reads were removed by Cutadapt software using ‘-u -U’, ‘--trim-n’ and ‘—nextseq-trim=20’ parameters (Martin, 2011). Illumina adapter remotion were performed using Trimmomatic software (Bolger et al., 2014). Reads whose length after trimming was <35 nt were discarded. Reads were aligned to GRCm38 assembly using STAR aligner software (Dobin et al., 2013). Gene loci fragment quantification was performed on Ensemble (release 87) gene annotation gtf using STAR –quantMode GeneCounts parameter. Read counts of ‘reverse’ configuration files were combined into a count matrix file, which was given as input to edgeR (Robinson et al., 2010) R package for differential expression analysis, after removing genes with less than 10 counts in at least two samples. Samples were normalized using TMM. Model fitting and testing were performed using the glmFIT and glmLRT functions. Gene-level FPKM values were calculated using rpkm function from the edgeR package. FDR cutoff for selecting significant differentially expressed genes was set to 0.1. Genes with less than 1 average FPKM in both conditions were filtered out. Heatmap of differentially expressed genes was generated using heatmap3 R package (Zhao et al., 2014) from log2 transformed FPKM values. Volcano plot were generated using ‘Enhanced Volcano’ R package (bioconductor.org/packages/release/bioc/vignettes/EnhancedVolcano/inst/doc/EnhancedVolcano). Gene Ontology analyses were performed on upregulated and downregulated protein-coding genes using WebGestalt R package (Liao Y et al., 2019) applying Weighted Set Cover dimensionality reduction.

### Cross-linking immunoprecipitation (CLIP) assay

A total of 60 Charme^WT^ and 56 Charme^KO^ E15.5 embryonal hearts were collected, divided into two distinct biological replicates and pestled for 2 min in PBS, 1× PIC and 1× PMSF. For each replicate, the solution was filtered in a 70 μm strainer and the isolated cells were plated and UV-crosslinked (4000 μJ) in a Spectrolinker UV Crosslinker (Spectronics Corporation). Upon harvesting, cells were centrifuged 5 min at 600 × *g* and pellets resuspended in NP40 lysis buffer (50 mM HEPES pH 7.5, 150 mM KCl, 2 mM EDTA, 1 mM NaF, 0.5% [v/v] NP40, 0.5 mM DTT, 1× PIC), incubated on ice for 15 min and sonicated at low-intensity six times with Bioruptor Plus sonication device to ensure nuclear membrane lysis. Lysate was diluted to a final concentration of 1 mg/ml. 30 µl of Dynabeads Protein G magnetic particles (Thermo Fisher Scientific) per ml of total lysate were washed twice with 1 ml of PBS-Tween (0.02%), resuspended with 5 μg of MATR3 (Supplementary file 5) or IgG antibodies (Immunoreagents Inc) and incubated for 2 hr at RT. Beads were then washed twice with 1 ml of PBS-T and incubated with total extract overnight at 4°C. Beads were washed three times with 1 ml of HighSalt NP40 wash buffer (50 mM HEPES-KOH, pH 7.5, 500 mM KCl, 0.05% [v/v] NP40, 0.5 mM DTT, 1× PIC) and resuspended in 100 µl of NP40 lysis buffer. For RNA sequencing, 75 μl of the sample were treated for 30 min at 50°C with 1.2 mg/ml Proteinase K (Roche) in Proteinase K Buffer (100 mM Tris–HCl, pH 7.5, 150 mM NaCl, 12.5 mM EDTA, 2% [w/v] SDS). For Western blot analysis, 25 μl of the sample were heated at 95°C for 5 min and resuspended in 4× Laemmli sample buffer (Bio-Rad)/50 mM DTT before SDS-PAGE.

### MATR3 CLIP-seq analysis

Trio RNA-seq (Tecan Genomics, Redwood City, CA) has been used for library preparation following the manufacturer’s instructions. The sequencing reactions were performed on an Illumina NovaSeq 6000 Sequencing system at IGA Technology services. CLIP-sequencing reactions produced an average of 25 million 150 nucleotide long paired‐end reads per sample Adaptor sequences and poor quality bases were removed from raw reads using a combination of Trimmomatic 0.39 (Bolger et al., 2014) and Cutadapt version 3.2 (Martin, 2011) softwares. Reads whose length after trimming was <35 nt were discarded. Alignment to mouse GRCm38 genome and Ensembl 87 transcriptome was performed using STAR aligner version 2.7.7a (Dobin et al., 2013). Alignment files were further processed by collapsing PCR duplicates using the MarkDuplicates tool included in the Picard suite 2.24.1 (http://broadinstitute.github.io/picard/) and discarding the multimapped reads using BamTools 2.5.1 (Barnett et al., 2011). Properly paired reads were extracted using SAMtools 1.7 (Li et al., 2009). GRCm38 genome was divided into 200 bp long nonoverlapping bins using the BEDtools makewindows tool (Quinlan and Hall, 2010). Properly paired fragments falling in each bin were counted using the BEDtools intersect tool filtering out reads mapping to rRNAs, tRNAs, or mitochondrial genome in order to create sample-specific count files. These files were given as input to Piranha 1.2.1 (Uren et al., 2012) using *–x -s –u 0* parameters to call significant bins for MATR3 Ip and IgG samples. BEDtools intersect was used to assign each genomic bin to genes using Ensembl 87 annotation. For each gene, the bin signal distribution in the input sample was calculated after normalization of fragment counts by the total number of mapping fragments. Ip significant bins presenting normalized signals lower than the upper quartile value of the related gene distribution were filtered out. After this filter, significant bins belonging to Ip samples were merged using BEDTools merge tool. The number of fragments overlapping identified peaks and the number overlapping the same genomic region in the Input sample were counted and used to calculate fold enrichment (normalized by total mapping fragments counts in each data set), with enrichment p-value calculated by Yates’ chi-square test or Fisher’s exact test where the observed or expected fragments number was below 5. Benjamini–Hochberg FDR procedure was applied for multiple testing corrections. Peaks presenting log2 fold enrichment over Input > 2 and FDR < 0.05 in both Ip samples were selected as enriched regions (Supplementary file 4). BEDtools intersect tool was used to annotate such regions based on their overlap with Ensembl 87 gene annotation and to filter out transcripts hosting regions enriched in the IgG sample. Furthermore, htseq-count software (Anders et al., 2015) with *-s no -m union -t gene* parameters was used to count reads from deduplicated BAM files. Peaks overlapping transcripts with Input CPM (counts per million) > Ip CPM in both Ip samples were filtered out. Gene Ontology analysis was performed on protein-coding genes overlapping enriched regions using WebGestalt R package (Liao et al., 2019). Bigwig of normalized coverage (FPM, fragments per million) files were produced using bamCoverage 3.5.1 from deepTools tool set (http://deeptools.readthedocs.io/en/develop) on BAM files of uniquely mapping and deduplicated reads using --binSize 1 --normalizeUsing CPM --samFlagInclude 129 parameter (Ramírez et al., 2014). Normalized coverage tracks were visualized with IGV software (https://software.broadinstitute.org/software/igv/) and Gviz R package (Hahne and Ivanek, 2016).

CLIP-seq IP signal (FPM) relative to each position was retrieved from bigwig files using pyBigWig (https://github.com/deeptools/pyBigWig; Ryan, 2023). Motif enrichment analysis was performed using AME software from MEME suite (Bailey et al., 2015) on a 100 nt window centered on the peak summit. For each identified peak, a control set was by selecting 10 random regions from expressed (CPM > 0) RNA precursors. Positional motif enrichment analysis was performed using 10-nt-long sliding windows. For each relative peak position/control set, the proportion of windows containing or not MATR3 motif was calculated and tested for significant differences using two-tailed Fisher’s exact test and applying Bonferroni multiple test p-value correction. Log2 odds-ratio for only significant windows are colored (Figure 4E; Figure 5—figure supplement 1D). Differential analysis of MATR3 binding between Charme^WT^ and Charme^KO^ conditions was assessed using DiffBind software (Ross-Innes et al., 2012).

### Protein analyses

Protein extracts were prepared and analyzed by Western blot as in Desideri et al., 2020. See Supplementary file 5 for antibodies details.

### Single-cell transcriptomics

scRNAseq analysis was performed on publicly available datasets of E12.5 mouse hearts (SRR10969391, Jackson-Weaver et al., 2020). FASTQ reads were aligned, filtered, and counted through the Cell Ranger pipeline (v4.0) using standard parameters. GRCm38 genome version was used in alignment step and annotation refers to Ensembl Release87. The dataset was cleaned (nFeature_RNA > 200 and <6000, percent.mt > 0 and<5, nCount_RNA > 500 and<40000) and cells were clustered using Seurat 4.0.5 (Stuart et al., 2019). Cluster uniformity was then checked using COTAN (Galfrè et al., 2020) by evaluating if less than 1% of genes were over the threshold of 1.5 of GDI. If a cluster resulted not uniform, with more than 1% of genes above 1.5, a new round of clustering was performed. After this iterative procedure, the few remaining cells not fitting any cluster were discarded. A dataset of 4014 cells and 34 clusters was obtained. COTAN function *clustersDeltaExpression* (GitHub devel branch) was used to obtain a correlation coefficient and a p-value for each gene and each cluster. From the correlation matrix, a cosine dissimilarity between clusters was estimated and used to plot a dendrogram (with the ward.D2 algorithm, Figure 1—figure supplement 1D). The tree was used to decide which clusters could be merged. Cell type for each final cluster was assigned based on a list of markers (Jackson-Weaver et al., 2020; Li et al., 2016) as follows. Cardiomyocytes (1834 cells): Myh6+, Nppa+, atrial CM (333 cells): are also Myl1+, Myl4+, ventricular CM (1289): are also Myl2+, Myl3+, interventricular septum CM (117 cells): are also TBX20+, Gja5+ (Franco et al., 2006), venous pole CM (95 cells): also Osr1+ (Meilhac and Buckingham, 2018), outflow tract CM (72 cells): also Isl1+, Sema3c+, neural crest cells (there are two clusters expressing their markers: 1.NC with 48 cells and 2.NC with 68 cells): Msx1+, Twist1+, Sox9+, epicardial cells (359 cells): Cebpb+, Krt18+, fibroblasts-like cells (278 cells): Tcf21+, Fn1+, endothelial cells (168 cells): Klf2+, Pecam1+, Cdh5+, smooth muscle cells (710 cells): Cnn1+, Acta2+, Tagln2+, Tagln+, hemopoietic myeloid cells (79 cells): Fcer1g+, hemopoietic red blood cells (397 cells): Hba-a1+. The final UMAP plot with the cell assignment is shown in Figure 1—figure supplement 1E. Heatmap in Figure 1—figure supplement 1F shows a coherent assignment between final clusters and cell type with additional marker genes. For correlation analyses (Figure 1G), relevant genes in each subpopulation of interest (CM-VP, CM-OFT, A-CM, CM-IVS, V-CM) were analyzed separately by applying COTAN on a test dataset composed by the subpopulation in exam, together with a fixed contrasting cell group with the SM and EC cells (see Figure 1E).

### Echocardiography

The echocardiographer was blinded to the phenotypes. Mice were anesthetized with 2.5% Avertin (Sigma T48402) to perform echocardiographic structural (measurement of left ventricular diameters and wall thickness) and functional (fractional shortening) analyses with a VEVO 3100 (Visualsonics) using a mx550d probe. We used avertin since it does not induce significant cardiodepressant effects, potentially affecting our echocardiographic experiments compared to ketamine combinations, such as ketamine + xylazine. The fractional shortening (FS) of the left ventricle was calculated as FS% = (left ventricular end-diastolic diameter (LVEDD) – left ventricular end-systolic diameter (LVESD)/LVEDD) × 100, representing the relative change of the left ventricular diameters during the cardiac cycle. The mean FS of the left ventricle was determined by the average of FS measurements of the left ventricular contraction over three beats.

### Statistical methods and rigor

Statistical tests, p-values, and n for each analysis are reported in the corresponding figure legend. For each experiment, at least three individual animals or pools of littermates were used (see each figure legend for details). No sex bias was introduced by randomly choosing among male and female mice. All analyses were performed by one or more blinded investigators.

## Data Availability

Sequencing data presented in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the accession codes: GSE200878 and GSE200877. All data analysed from previously published datasets have been cited in the manuscript. The following datasets were generated: SettiA BallarinoM 2022Effect of Charme lncRNA knockout (KO) in cardiac development [RNA-seq]NCBI Gene Expression OmnibusGSE200878 SettiA BallarinoM 2022Identification of MATR3 RNA-interactors in WT and Charme KO condtion during cardiac development [CLIP-seq]NCBI Gene Expression OmnibusGSE200877 The following previously published datasets were used: NoguchiS ArakawaT FukudaS FurunoM HasegawaA HoriF Ishikawa-KatoS KaidaK KaihoA Kanamori-KatayamaM KawashimaT KojimaM KubosakiA ManabeRI MurataM Nagao-SatoS NakazatoK NinomiyaN Nishiyori-SuekiH NomaS SaijyoE SakaA SakaiM SimonC SuzukiN TagamiM WatanabeS YoshidaS ArnerP AxtonRA BabinaM BaillieJK BarnettTC BeckhouseAG BlumenthalA BodegaB BonettiA BriggsJ BrombacherF CarlisleAJ CleversHC DavisCA DetmarM DohiT EdgeASB EdingerM EhrlundA EkwallK EndohM EnomotoH EslamiA FagioliniM FairbairnL Farach-CarsonMC FaulknerGJ FerraiC FisherME ForresterLM FujitaR FurusawaJI GeijtenbeekTB GingerasT GoldowitzD GuhlS GulerR GustincichS HaTJ HamaguchiM HaraM HasegawaY HerlynM HeutinkP HitchensKJ HumeDA IkawaT IshizuY KaiC KawamotoH KawamuraYI KempfleJS KennaTJ KereJ KhachigianLM KitamuraT KleinS KlinkenSP KnoxAJ KojimaS KosekiH KoyasuS LeeW LennartssonA Mackay-SimA MejhertN MizunoY MorikawaH MorimotoM MoroK MorrisKJ MotohashiH MummeryCL NakachiY NakaharaF NakamuraT NakamuraY NozakiT OgishimaS OhkuraN OhnoH OhshimaM Okada-HatakeyamaM OkazakiY OrlandoV OvchinnikovDA PassierR PatrikakisM PomboA Pradhan-BhattS QinXY RehliM RizzuP RoyS SajantilaA SakaguchiS SatoH SatohH SavviS SaxenaA SchmidlC SchneiderC Schulze-TanzilGG SchwegmannA ShengG ShinJW SugiyamaD SugiyamaT SummersKM TakahashiN TakaiJ TanakaH TatsukawaH TomoiuA ToyodaH van de WeteringM van den BergLM VerardoR VijayanD WellsCA WinteringhamLN WolvetangE YamaguchiY YamamotoM Yanagi-MizuochiC YonedaM YonekuraY ZhangPG ZucchelliS AbugessaisaI ArnerE HarshbargerJ KondoA LassmannT LizioM SahinS SengstagT SeverinJ ShimojiH SuzukiM SuzukiH KawaiJ KondoN ItohM DaubCO KasukawaT KawajiH CarninciP ForrestARR HayashizakiY 2017FANTOM5 CAGE profiles of human and mouse samplesZenbu Genome Browserzenbu10.1038/sdata.2017.112PMC557436828850106 Luna-ZuritaL StirnimannCU GlattS KaynakBL ThomasS BaudinF SameeMA HeD SmallEM MileikovskyM NagyA HollowayAK PollardKS MüllerCW BruneauBG 2016Complex Interdependence Regulates Heterotypic Transcription Factor Distribution and Coordinates Cardiogenesis [RNA-Seq]NCBI Gene Expression OmnibusGSE7754710.1016/j.cell.2016.01.004PMC476969326875865 Jackson-WeaverO UngvijanpunyaN YuanY QianJ GouY WuJ ShenH ChenY LiM RichardS ChaiY SucovHM XuJ 2020Single cell RNA-seq data for control and epicardial-specific Prmt1-deletion hearts at E12.5NCBI Gene Expression OmnibusGSE144271

# Supplementary material for: The long noncoding RNA Charme supervises cardiomyocyte maturation by controlling cell differentiation programs in the developing heart
**Source:** eLife. 2023 Mar 6;12:e81360. doi: 10.7554/eLife.81360
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Indicated in the Materials and methods section    |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Indicated in Table S5                             |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Indicated in Table S5                             |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | Indicated in the Materials and methods section    |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Indicated in the Materials and methods section            |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | N/A        |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Indicated in the Materials and methods section                                                            |     |
| Randomisation                                                           | Indicated in the Materials and methods section                                                            |     |
| Blinding                                                                | Indicated in the Materials and methods section                                                            |     |
| Inclusion/exclusion criteria                                            | Not done                                                                                                  |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Indicated in the Materials and methods section |     |
| Define whether data describe technical or biological replicates.       | Indicated in the Materials and methods section |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Indicated in the Materials and methods section   |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | N/A |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                  | N/A |
|--------------------------------------------------------------|--------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Indicated in the Materials and methods section and figures legends |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Indicated in the Materials and methods section      |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Indicated in the Materials and methods section      |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Indicated in the Materials and methods section      |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |

|                                                                                                         |  |     |
|---------------------------------------------------------------------------------------------------------|--|-----|
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |
|---------------------------------------------------------------------------------------------------------|--|-----|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                | N/A |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies,

please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied

- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

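RNA was sequenced from pooled hearts of Charme WT and Charme KO mice at postnatal day 2. The 5 libraries came from 3 Charme WT pools of 9 hearts and 2 Charme KO pools of 3 hearts, so the number of hearts per pool and the genotype cannot be told apart. The authors trimmed the 150-nucleotide paired-end reads, kept those of at least 35 nucleotides, aligned them to GRCm38 with STAR and counted fragments per gene of Ensembl release 87. The deposited counts, for 49671 genes, are raw and whole numbers, with Charme added by name. A deposited table of FPKM values was not used, and FPKM values were computed from the counts instead. The paper's table gives between 23258944 and 29152745 reads per library, of which 78.93% to 83.11% were uniquely mapped. Counts on genes were 20145610, 17181107 and 18178960 in Charme WT pools 1 to 3, and 16721055 and 21646378 in Charme KO pools 1 and 2. The reads carry no molecular identifiers, so intervals and floors cover counting error only.

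Gene positions, lengths and types came from GENCODE mouse release M21 on GRCm38, to which 49411 of the deposited genes could be matched. Of the 14880 genes tested, 23 had no length and were given a length of 1 kb, and 1 of them was called. All computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in at least 2 pools were kept, normalized by TMM and tested with edgeR's quasi-likelihood test for genotype, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.1 and a mean FPKM of at least 1 in at least 1 genotype. Apart from the test, these settings are the paper's, whose methods name the likelihood ratio test. Log2 fold changes are Charme KO over Charme WT, and their standard error is the size of the fold change over the square root of the F statistic. For a gene with no count in any Charme WT pool, the fold was given as a lower bound against a floor of 3 counts over the Charme WT group.

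The tests, thresholds, gene lists and alternatives were chosen before the deposited counts were examined, except where stated. They were chosen after 1999 of the 12025 rows of the paper's own table of fold changes had been read. Those rows held 912 genes with an FDR under 0.1, nearly all DEGs that the paper reports from these same pools. The planned lists were therefore written with those genes in view, and their tests are not independent of them. The plan named the quasi-likelihood test by its edgeR 4 default and the legacy form as an alternative, while edgeR 4.0.16 runs the legacy form unless told otherwise. The newer form was taken as the planned test, and this was settled after the numbers of calls of both forms, 305 and 262, had been seen. Alternatives were the likelihood ratio test, DESeq2, the legacy and robust forms of the quasi-likelihood test, RLE and upper-quartile normalization, no filter on low counts, filterByExpr, no FPKM filter, an adjusted p under 0.05, the replicate number as a block, a per-pool correction for trends on gene length and GC content with splines of 4 degrees of freedom, the block with that correction, and each pool left out in turn. A fit without mitochondrial and salivary gland genes was added after the data had been seen.

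Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry, at an adjusted p under 0.05. The 18 lists of the plan were adjusted together: S phase, G2/M, and 16 lists of skeletal muscle, adipose, thymus and T cell, lung epithelium, erythroid, endothelial, fibroblast, smooth muscle and pericyte, macrophage, epicardial and mesothelial, Schwann and neural, atrial, ventricular, fetal and mature cardiomyocyte, and Y chromosome genes. The 4 lists added after the data had been seen, of salivary gland, fatty acid oxidation, glycolysis and nuclear RNA genes, were adjusted as a family of their own. Genes were selected for naming by a rule, and not every gene it selects is named in the text: those the paper names for this experiment or measures in other samples, the 3 protein-coding DEGs with the largest rise and the 3 with the largest fall among those with both Charme KO pools beyond every Charme WT pool, and the 3 most abundant genes of each list. Further genes near Charme, Xist, and genes of the salivary, adipose, skeletal muscle and nuclear RNA lists were named after their values were seen.

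With 3 pools against 2 there are 10 assignments of the pools, and the smallest exact two-sided p is 0.1. The tests were tried on 5 sets of simulated counts with these group sizes. The likelihood ratio test recovered 49.9% of genes changed 2-fold and 26.9% of its calls were unchanged genes. DESeq2 recovered 50.4% with 21.9% unchanged. Both shares of unchanged genes, and that of the quasi-likelihood test, were above the nominal 10%. The simulated sets had few changed genes, no FPKM filter and the same expected level of a gene in both Charme KO pools. These shares need not hold for the real pools. GO enrichment and the overlap with MATR3 targets were not recomputed, since GO annotation and CLIP counts were not used here.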

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

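The tests of carry-over, of expression by the heart itself, of adipose tissue, of more female hearts and of more cardiomyocyte RNA were chosen after the results had been seen, as were the salivary gland and nuclear RNA lists. All 5 patterns are signals in genes that the paper does not discuss, above their level in the Charme WT pools.

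Salivary gland genes took 2.85% of the counts of Charme KO pool 2 and 0.0357% of those of Charme KO pool 1, against 0.00323%, 0.00201% and 0.00197% in the Charme WT pools. Bpifa2 had 2170 counts in Charme KO pool 1 and 266768 in Charme KO pool 2, Smgc 1978 and 227254, and Prol1 412 and 55093, all with 0 counts in Charme WT pools. The list had 21 tested genes, 3 of them at 1 FPKM or more in Charme WT hearts and 3 shared with the epicardial list. Its median log2 fold change was 10.1, or 8.25 with the 5 genes that had no Charme WT count at their bound (camera, adjusted p = 3.26e-29), and 18 were called. Of the 8 list genes not looked at before, 6 had both Charme KO pools above every Charme WT pool, against 17.8% of all tested genes and 10% by chance. These shares are no fair baseline. A gene with under 10 counts in every Charme WT pool was tested only if both Charme KO pools reached 10 counts, which nearly fixes the outcome. Of the 35 listed genes 21 were tested, so the 6 of 8 cannot decide between sources. Salivary gland tissue collected with the hearts remains a possible source. Carry-over of Charme KO library 2 into library 1 would give all such genes one ratio. The counts of pool 1 were 0.813% of those of pool 2 for Bpifa2 (exact 95% confidence interval 0.779 to 0.849), 0.870% for Smgc (0.832 to 0.910), 0.748% for Prol1 (0.677 to 0.824) and 1.66% for Pip (1.45 to 1.88), a highest over lowest ratio of 2.21. Pooled, they were 0.852% for these 4 salivary genes (0.828 to 0.877) and 3.42% for the adipose genes (3.21 to 3.63). Pip and the adipose genes argue against carry-over as the whole cause, while the ratios of Bpifa2, Smgc and Prol1 lie close together, so carry-over as the source of part of the counts of pool 1 stays open. Expression by the heart itself after loss of Charme cannot be told apart from tissue, because the design gives only 2 Charme KO pools: the list was 65.5-fold higher in Charme KO pool 2 than in pool 1 while Charme was 1.14-fold higher in pool 1 than in pool 2, and other sources of variation between pools were not tested.

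Adipose genes took 0.188% of the counts of Charme KO pool 2, against 0.0222%, 0.0196% and 0.0230% in the Charme WT pools, while Charme KO pool 1 had 0.0143%, below them. Of the 14 tested genes, 6 reached 1 FPKM in Charme WT hearts. By gene, 9 of 14 had both Charme KO pools above every Charme WT pool, and the medians of the list against the Charme WT mean were 3.34 in Charme KO pool 1 and 7.29 in Charme KO pool 2 (camera, adjusted p = 7.99e-10, and 0.470 without Charme KO pool 2). Its most abundant genes were Ucp1 (log2 fold change 8.17), Cidea (1.30) and Car3 (5.98). All 77 Charme WT counts of Ucp1 were in Charme WT pool 1, so the fitted 15.8 without that pool depends on the prior count, and without Charme KO pool 2 its log2 fold change was 4.80. Without Charme KO pool 2, Car3 was at 2.93 and Cidea at -0.47. Without Charme WT pool 1 or Charme WT pool 3, neither Ucp1 (adjusted p = 0.120 and 0.275) nor Car3 (0.137 and 0.206) was called, nor was either called by the robust test (0.248 and 0.193). DESeq2 did not call Ucp1 (0.189). Some of the 9 genes had under 10 counts in every Charme WT pool. Such genes were tested only if both Charme KO pools reached 10 counts, so the 9 of 14 is in part fixed by the filter on low counts. Adipose tissue collected with the hearts remains a possible source. Expression by the heart itself cannot be told apart from it with 2 Charme KO pools, which differed 15.4-fold in the median of the list.

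Skeletal muscle genes had a median of 1.53 in Charme KO pool 2 and 1.05 in Charme KO pool 1 (log2 against the Charme WT mean), with Charme WT pools from -0.10 to 0.21. Of the 17 tested genes, 12 had both Charme KO pools above every Charme WT pool, among them the fast or adult genes Mylpf, Tnnc2, Myh8, Tnnt3, Atp2a1, Actn3 and Pvalb, and 5 of the 17 reached 1 FPKM in Charme WT hearts (camera, adjusted p = 2.06e-08). The rise of these fast or adult genes, higher in Charme KO pool 2 than in pool 1, may come from skeletal muscle collected with the hearts. The 12 of 17 is in part fixed by the filter on low counts. Genes with under 10 counts in every Charme WT pool were tested only if both Charme KO pools reached 10 counts. Casq1, Tnni2 and Jsrp1, also among the 12, were higher in Charme KO pool 1 than in pool 2, so 1 tissue source need not account for all 12 genes. Myh8 had 8.08 CPM in Charme KO pool 1 and 22.5 CPM in Charme KO pool 2, and Casq1 100.3 and 86.3 CPM. The most abundant genes of the list were Klhl41 (log2 fold change 0.00, with an opposite sign in several settings), Casq1 (1.50, adjusted p = 0.0985) and Tnni2 (0.89, adjusted p = 0.0373 without Charme KO pool 2). Casq1 was called, but not by the legacy (0.112) or robust (0.137) test, with the length and GC correction (0.121), with the block and that correction (0.132), or without Charme WT pool 1 (0.252) or Charme WT pool 3 (0.426). Charme acts in skeletal myocytes according to the paper, and an effect of its loss on these genes in the heart itself was not tested.

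Mitochondrially encoded genes took 21.1% of the counts of Charme KO pool 1, against 11.1%, 10.8% and 10.8% in the Charme WT pools and 9.68% in Charme KO pool 2. More cardiomyocyte RNA in that pool would raise cardiomyocyte genes encoded in the nucleus alike. The median of the mature cardiomyocyte list in Charme KO pool 1 was -0.15 (log2 against the Charme WT mean) and that of the ventricular list was 0.27, while the mitochondrial share rose by 0.95 on the log2 scale. A difference in RNA quality or in the selection of polyadenylated RNA was not tested, and neither was an effect of the genotype, which Charme KO pool 2 does not share. With mitochondrial and salivary gland genes left out of the fit, 309 DEGs were called, 287 of them shared with the 305.

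Xist was at 335 CPM in Charme KO pool 1 and 62.8 CPM in Charme KO pool 2, against 48.2, 18.7 and 32.9 CPM in the Charme WT pools, a log2 fold change of 2.58 (adjusted p = 0.0765), or 0.91 without Charme KO pool 1 (0.192). It was not called without Charme WT pool 1, 2 or 3 either (0.171, 0.140 and 0.340), nor by the robust test (0.240). More female hearts in Charme KO pool 1 would lower the Y chromosome genes, but the median of the 4 Y chromosome genes was 0.0094 in that pool, with Charme WT pools from -0.42 to 0.20. More nuclear RNA remains a candidate explanation. Of 14 other nuclear RNAs, 13 had Charme KO pool 1 above every Charme WT pool, against 39.1% of all tested genes and 25% by chance. An exact binomial test, made only for a higher share than in all genes, gave p = 4.45e-05, over genes, which are not independent replicates. The most abundant of these RNAs were Gas5 (0.38), Malat1 (1.29) and Tug1 (0.18), and without Charme KO pool 1 Malat1 was at 0.09. In Charme KO pool 2, 9 of the 14 lay above every Charme WT pool. The nuclear RNA list also differed between Charme WT pools, with medians of 0.48 in pool 1 and -0.50 in pool 2, and no biological explanation was tested.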

How the results depend on the processing

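The fit without mitochondrial and salivary gland genes was chosen after the data had been seen, and all other settings were planned. With a Charme KO pool left out, the lone Charme KO pool is assumed to vary like the Charme WT pools. Where no cause is named for a change, the cause was not tested.

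Under the likelihood ratio test there were 933 DEGs (584 upregulated and 349 downregulated) and 6 of the 6 downregulated genes of Figure 2—figure supplement 1B were called. DESeq2 gave 1122 (645 and 477), 6 of 6, and 1 gene near Charme. At an adjusted p under 0.05 there were 111 (97 and 14) and 0 of 6, and Charme, at -2.49 (adjusted p = 0.0763), was no longer called, as the stricter threshold itself implies. The block with the length and GC correction gave 161 DEGs (108 upregulated) and 0 of 6, the replicate block alone 150 upregulated genes, and the robust test 51 downregulated genes, 0 of 6, and Charme at -2.49 with an adjusted p of 0.120. With the legacy test, upper-quartile normalization or the length and GC correction, 0 of 6 were called. With no filter on low counts, 1 gene near Charme was called. The other planned settings with all pools gave 210 to 357 DEGs, and the fit without mitochondrial and salivary gland genes gave 309. No gene called in the first fit was called in the opposite direction in any setting, and of the 305 genes 302 were shared with DESeq2, 217 with the length and GC correction and 177 with the replicate block. The block took the replicate number as a link between pools, which the paper's text does not state. Across 11192 genes, Charme WT pool 1 and Charme KO pool 1 departed from their group means with a correlation of 0.286, and Charme WT pool 2 and Charme KO pool 2 with 0.207. With 2 Charme KO pools the crossed pairs give the same values with the sign changed, genes are not independent replicates, and the numbers may only be shared labels, so the block result of 210 DEGs tests no known pairing.

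Leaving out each pool in turn moved the number of DEGs between 0 and 4607, the upregulated ones between 0 and 2336, the downregulated ones between 0 and 2271, the called genes of Figure 2—figure supplement 1B between 0 and 6 in each direction, and the genes near Charme between 0 and 4. The lowest counts came without Charme WT pool 1 (2 DEGs) or Charme WT pool 3 (0 DEGs, with 1315 genes at an unadjusted p under 0.05 in edgeR's quasi-likelihood test; no other tool was run there), and the highest without Charme KO pool 2. Without Charme WT pool 2 there were 187 DEGs and without Charme KO pool 1 there were 639. Charme stayed between -2.82 and -1.68. It was not called without Charme WT pool 1 or Charme WT pool 3, and was called without each other pool, by the likelihood ratio test and by DESeq2. The share of dimension 1 was 48.9% with all tested genes, 69.4% with 500 common genes, and 57.0% to 65.4% with a pool left out, and it separated the genotypes each time.

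The lists were tested again with an estimated correlation, fry, RLE normalization, the block, the length and GC correction, the block with that correction, each pool left out, and without mitochondrial and salivary gland genes, and under no other setting. The G2/M list kept its direction in all of these and passed in all but 2: its adjusted p was 0.191 with an estimated correlation and 0.0998 with fry. The S phase list had 0.473 and 0.331 there, and 2.52e-15 to 0.0539 with a pool left out, above 0.05 without Charme KO pool 1. Of the 16 tissue and cell lists 9 passed, 0 with an estimated correlation or fry, and 6 to 10 otherwise. The endothelial and smooth muscle lists missed the threshold with the length and GC correction (0.0794 and 0.0634), with the block and that correction (0.0973 for both) and without Charme KO pool 1 (0.300 and 0.0795), and the atrial list missed it without Charme WT pool 2 (0.196) or Charme KO pool 2 (0.629). Lists that changed direction with a pool left out had adjusted p from 0.300 to 0.953 (thymus), 0.312 to 0.961 (lung), 0.0242 to 0.686 (fibroblast), 0.00582 to 0.978 (macrophage), 3.41e-05 to 0.967 (Schwann and neural), 0.171 to 0.997 (ventricular) and 0.584 to 0.79999 (Y chromosome). The fibroblast, macrophage and Schwann lists changed direction without Charme KO pool 2. The Y chromosome list also changed with the length and GC correction (0.238) and with the block and that correction (0.428). The Myh6 to Myh7 ratio in CPM equals that in FPKM by construction, and a window of 370 kb in all gave the same 0 calls near Charme.

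Of 97 genes selected by the naming rule or named after their values were seen, 25 were called and none of these changed sign in any setting. For these genes, 1124 values with all pools kept direction and side of the threshold, 50 fell short of it, 49 newly passed it and 32 changed sign; with a pool left out the counts were 346, 56, 35 and 38. The 27 genes that changed sign in a setting were not called. With the length and GC correction these were Josd2 (0.0946), Emc10 (0.16), Nr1h2 (0.18), Gja5 (0.0975), Mrpl36 (-0.0295), Klhl41 (-0.38), Lyz2 (-0.0509), Abca3 (0.0510), Eno3 (-0.00189) and Tug1 (-0.0742). With the block and that correction they were Josd2 (0.0581), Emc10 (0.13), Nr1h2 (0.20), Gja5 (0.26), Klhl41 (-0.36), Tcf7 (0.16), Lyz2 (-0.0419), Abca3 (0.0463), Eno3 (-0.0992) and Tug1 (-0.13). With the block alone they were Pold1 (-0.0627), Gja5 (0.0591), Klhl41 (-0.0205), Tcf7 (0.16), Col1a1 (-0.11), Uchl1 (-0.0417), Eif2s3y (0.0511) and Eno3 (-0.11). With no filter on low counts they were Pold1 (-0.0139), Klhl41 (-0.0305) and Eno3 (-0.0126), and without mitochondrial and salivary gland genes Klhl41 (-0.00200).

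With a pool left out, the genes that changed sign ranged as follows: Josd2 from -0.27 to 0.0375, Emc10 from -0.32 to 0.0717, Pold1 from -0.0611 to 0.0821, Nr1h2 from -0.41 to 0.14, Gja5 from -0.30 to 0.0701, Tbx20 from -0.39 to 0.11, Mrpl36 from -0.0668 to 0.45, Klhl41 from -0.25 to 0.21 and Cidea from -0.47 to 2.07. Tcf7 ranged from -0.52 to 0.25, Lyz2 from -0.22 to 0.57, Abca3 from -0.62 to 0.0124, Eng from -0.92 to 0.0399, Col3a1 from -0.19 to 0.42, Col1a1 from -0.63 to 0.48, Tagln from -0.0448 to 0.23, C1qb from -0.13 to 0.81, C1qa from -0.0262 to 0.84 and Uchl1 from -0.37 to 0.38. Erbb3 ranged from -0.72 to 0.12, Myl2 from -0.0940 to 0.64, Pln from -0.43 to 0.25, Tnni1 from -0.13 to 0.43, Mb from -0.51 to 0.0446, Eif2s3y from -0.22 to 0.16 and Eno3 from -0.22 to 0.22. At this depth and with these group sizes, changes of 1.5-fold were mostly missed by the quasi-likelihood test on simulated counts.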

Differences from the paper's values

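All alternatives named here were set before the data were examined. The paper reports 913 DEGs, 573 upregulated and 340 downregulated, where the quasi-likelihood test gave 305, with 227 upregulated and 78 downregulated. The likelihood ratio test, which the paper's methods name, gave values within 1.5 times the paper's for all 3 counts, 933, 584 and 349. DESeq2 did so too, with 1122, 645 and 477, and the fit without Charme KO pool 1 did so for the total (639) and for upregulated genes (452) but not for downregulated ones (187). Under every other alternative the 3 counts stayed more than 1.5 times apart from the paper's: the legacy and robust forms of the quasi-likelihood test, RLE and upper-quartile normalization, no filter on low counts, filterByExpr, no FPKM filter, an adjusted p under 0.05, the replicate block, the length and GC correction, the block with that correction, and the fits without Charme WT pool 1, 2 or 3 or Charme KO pool 2.

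The paper's table calls all 6 downregulated genes of Figure 2—figure supplement 1B, and the quasi-likelihood test called 1, Cacna1c. All 6 were called by the likelihood ratio test, by DESeq2 and without Charme KO pool 2. Notch3 was also called with the replicate number as a block (adjusted p = 0.0991). The other settings called 1 or 0 of the 6. Rbm20, which the paper lists among its downregulated candidates, was called by the likelihood ratio test, by DESeq2, without Charme KO pool 1 (adjusted p = 0.0360) and without Charme KO pool 2 (adjusted p = 0.0345), and by no other setting. The paper's table of fold changes has 12025 genes and could be read only in part.

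In Figure 2—figure supplement 1A, the pool labelled KO1 lies farthest from the Charme WT pools on dimension 1. With the deposited values, that place is taken by Charme KO pool 2, at 2.14, and Charme KO pool 1 lies at 0.64, while the Charme WT pools lie in the order of the figure. The deposited values do not show which of the numberings holds. The paper's text gives FDR values for anatomical structure morphogenesis and circulatory system development that stand in the column of unadjusted p-values in Supplementary file 2, whose FDR column holds larger values, still under 0.05. The enrichment itself was not recomputed.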

Other observations

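The tests of dividing cells of salivary or adipose tissue, of thymus, of erythroid cells and of a lower share of cardiomyocyte RNA in Charme KO pool 1 were chosen after the results had been seen, as were the fatty acid oxidation and glycolysis lists and the fit without mitochondrial and salivary gland genes.

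Of the 10 splits of the 5 pools into 3 and 2, the split by genotype gave 305 DEGs and the highest of the others gave 0, so 1 split of 10 had as many. With 10 splits chance cannot be excluded at 0.05. Of the 227 upregulated DEGs, 50 were at least 4-fold higher in Charme KO pool 2 than in pool 1, 27 of these in the salivary gland, adipose or skeletal muscle lists, and 2 were at least 4-fold higher in pool 1.

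The rise of the G2/M list was weighed against other sources. Dividing cells of salivary or adipose tissue would raise it far more in Charme KO pool 2, but its median was 1.56 in Charme KO pool 1 and 1.08 in pool 2. Thymus tissue would raise the thymus and T cell list in both Charme KO pools, but its median was -0.54 in Charme KO pool 1 and 0.31 in pool 2, over the 6 of 20 genes that could be tested. The other 14 genes of that list had 16 and 34 counts in all in Charme KO pools 1 and 2, against 29, 19 and 58 in the Charme WT pools. With the length and GC correction the list kept its direction (median 1.08, camera adjusted p = 4.50e-62), and so it did without mitochondrial and salivary gland genes (median 1.29, adjusted p = 8.76e-53). More erythroid cells remain open: the erythroid list was higher in both Charme KO pools, with medians of 0.69 and 0.48, and no value shows whether the G2/M genes come from those cells. A difference in developmental stage between the pools, the number of hearts per pool and the genotype stay open as well, and the design cannot separate them, so a biological reading remains 1 of several possible explanations.

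Genes of fatty acid oxidation, which include Fabp3 (-0.67), Acaa2 (-0.58) and Acadl (-0.57), had a median log2 fold change of -0.58 over 34 genes (camera, adjusted p = 3.01e-14; 0.0994 with an estimated correlation and 0.0764 with fry), with 25 of them below every Charme WT pool in both Charme KO pools, 6 called, and 7 shared with the mature cardiomyocyte list. Of 31 genes not looked at before, 27 were lower, with a median of -0.47, and 22 had both Charme KO pools below. With the length and GC correction the list kept its direction (median -0.57, adjusted p = 1.54e-20). A lower share of cardiomyocyte RNA would lower the ventricular list and raise the genes of other cell types. In Charme KO pool 1 the median of the ventricular list was 0.27, above the Charme WT pools (-0.06 to 0.03), and 15 of the 18 endothelial genes lay below every Charme WT pool, which argues against it for that pool. In Charme KO pool 2 the median of the ventricular list was -0.18 and that of the mature cardiomyocyte list -0.34, both below the Charme WT pools, with 10 of 14 macrophage genes above every Charme WT pool and 7 of 14 smooth muscle genes below. As a single cause of the fall in both Charme KO pools, a lower share of cardiomyocyte RNA is argued against by the ventricular list, which did not fall in pool 1. For Charme KO pool 2 alone it stays open. The median of the fatty acid oxidation list was -0.43 in that pool, and the cell type lists of that pool point both ways. The 19 glycolysis genes had a median of 0.54 (adjusted p = 3.29e-06; 0.214 and 0.120 in the other tests), with Gapdh at 0.75, Aldoa at 0.63 and Eno3 at 0.02. The glycolysis median was 0.90 in Charme KO pool 1 and 0.23 in Charme KO pool 2, against -0.18 to 0.14 in the Charme WT pools. The list shares 4 genes with the fetal cardiomyocyte list. Gapdh was at 0.99 without Charme KO pool 2 and at 0.47 without Charme KO pool 1. With each pool left out in turn, Aldoa stayed between 0.54 and 0.68 and Acadl between -0.75 and -0.41. Loss of Charme, feeding, developmental stage and the number of hearts per pool remain possible explanations that were not separated.

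The other lists gave these values. Erythroid genes had a median log2 fold change of 0.65 (camera, adjusted p = 0.00371), with Hbb-bs at 0.99, Hba-a1 at 0.76 and Hba-a2 at 0.77, and reads of the 2 Hba paralogs cannot be assigned with certainty. The endothelial list had a median of -0.32 (adjusted p = 0.00371), with Cdh5 at -0.40, Eng at -0.36 and Cldn5 at -0.70. Its median was -0.69 in Charme KO pool 1 and -0.05 in Charme KO pool 2, the latter within the Charme WT pools (-0.20 to 0.15), and the list missed the threshold without Charme KO pool 1 (0.300), with the length and GC correction (0.0794) and with the block and that correction (0.0973). The smooth muscle and pericyte list had a median of -0.52 (adjusted p = 0.0221), with Acta2 at 0.33, Rgs5 at -0.51 and Tagln at 0.10, and missed the threshold in the same 3 settings (0.0795, 0.0634 and 0.0973). The epicardial list was higher (1.38, adjusted p = 6.31e-06), with Krt18 at 4.26, Krt8 at 5.05 and Aldh1a2 at -0.38, and its Charme WT pools ranged from -0.99 to 0.95. It shares 3 genes with the salivary list, and without Charme KO pool 2 Krt18 was at 1.27 and Krt8 at 1.60. The atrial list had a median of 0.08 (adjusted p = 0.00894), with Nppa at 0.82, Myl7 at 0.87 and Myl4 at 1.21. Its median was -0.04 in Charme KO pool 1 and 0.25 in Charme KO pool 2, both within the Charme WT pools (-0.32 to 0.32), and it missed the threshold without Charme KO pool 2 (0.629) and without Charme WT pool 2 (0.196). Myl4 was called, but not without Charme WT pool 1 (0.167) or Charme WT pool 3 (0.274). None of these 5 lists passed with an estimated correlation or fry. Hbb-bs was at 1.32 without Charme KO pool 2 and at 0.55 without Charme KO pool 1, Eng at -0.92 and 0.04, and Cdh5 at -0.74 and -0.12. In the same order, Myl7 was at 0.54 and 1.13, Rgs5 at -0.24 and -0.85, and Nppa at 0.48 and 1.09. With each pool left out in turn, Cldn5 stayed between -0.97 and -0.48.

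Lists that did not pass were thymus and T cell (median 0.00, adjusted p = 0.977), with Tcf7 at -0.05, Ly6d at 1.75 and Bcl11b at -0.44; lung epithelium (0.02, adjusted p = 0.977), with Lyz2 at 0.24, Abca3 at -0.26 and Ager at -0.58; and fibroblast (0.09, adjusted p = 0.439), with Col3a1 at 0.15, Postn at 0.70 and Col1a1 at 0.03. Without Charme KO pool 2, Col1a1 was at -0.63 (adjusted p = 0.0359), and Postn (0.0123), Ddx3y (0.0434) and Abca3 (0.0607) were under 0.1 as well, while Gap43 (0.0196) and Ly6d (0.0827) were without Charme KO pool 1. The macrophage list (0.13, adjusted p = 0.439) had C1qb at 0.42, C1qa at 0.48 and C1qc at 0.48. The Schwann and neural list (0.19, adjusted p = 0.112) had Uchl1 at 0.05, Gap43 at 1.03 and Erbb3 at -0.23. The ventricular list (median 0.02, mean 0.10, adjusted p = 0.977) was lower in the test although both its median and mean were above 0, with Myl2 at 0.32, Myl3 at -0.20 and Pln at -0.04. The Y chromosome list (adjusted p = 0.977) had a median of -0.11, a mean of 0.02 and an upward test, with Eif2s3y at -0.03, Ddx3y at 0.57 and Uty at -0.19. The nuclear RNA list passed (median 1.19, adjusted p = 1.48e-07; 0.0994 with an estimated correlation and 0.0932 with fry), and the salivary list had 0.0994 and 0.116 in these tests.

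Genes that the paper measures in other samples had these values in the neonatal pools. The log2 ratio of Myh6 to Myh7 was 1.40, 2.66 and 1.73 in the Charme WT pools and 0.02 and 0.93 in the Charme KO pools, a difference of -1.45 (exact two-sided permutation test, p = 0.1, the smallest that 3 pools against 2 allow). With a pool left out it stayed between -1.91 and -0.998, and the replicate block gave -1.55. Irx3 was lower (-0.99, adjusted p = 0.0955, called). Its call was lost in 7 settings with all pools at the same threshold, with adjusted p from 0.101 with no filter on low counts to 0.213 with the block and the length and GC correction (0.106 with the legacy test), and without Charme WT pool 1, 2 or 3 (0.185, 0.183 and 0.447) or Charme KO pool 1 (0.100341). Sema3a was at 0.44 (adjusted p = 0.365), with both Charme KO pools above every Charme WT pool, while the paper reports a decrease at E15.5. With each pool left out in turn, Sema3a stayed between 0.24 (without Charme KO pool 1) and 0.60. It was at 0.25 with the length and GC correction. Gja5 was at -0.11 (adjusted p = 0.810), Etv1 at 0.32 (0.490), Matr3 at 0.48 (0.329), Tbx20 at -0.12 (0.780) and Gata4 at -0.35 (0.298). With the length and GC correction Matr3 was at 0.17 and Gata4 at -0.06. Matr3 was at 0.81 without Charme KO pool 2 (adjusted p = 0.0156) and at 0.03 without Charme KO pool 1 (0.964). Gapdh, the paper's reference gene in RT-qPCR, was at 0.75 with both Charme KO pools above every Charme WT pool. It was not called by the quasi-likelihood test (adjusted p = 0.226), but it was by the likelihood ratio test (0.0905) and by DESeq2 (0.0423). Its log2 fold change was 0.99 without Charme KO pool 2 and 0.47 without Charme KO pool 1.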
